# Cancer reversion with oocyte extracts is mediated by cell cycle arrest and induction of tumour dormancy

**DOI:** 10.18632/oncotarget.24664

**Published:** 2018-03-23

**Authors:** Norazalina Saad, Ramiro Alberio, Andrew D. Johnson, Richard D. Emes, Tom C. Giles, Philip Clarke, Anna M. Grabowska, Cinzia Allegrucci

**Keywords:** reprogramming, tumour reversion, dormancy, breast cancer, axolotl oocytes

## Abstract

Inducing stable control of tumour growth by tumour reversion is an alternative approach to cancer treatment when eradication of the disease cannot be achieved. The process requires re-establishment of normal control mechanisms that are lost in cancer cells so that abnormal proliferation can be halted. Embryonic environments can reset cellular programmes and we previously showed that axolotl oocyte extracts can reprogram breast cancer cells and reverse their tumorigenicity. In this study, we analysed the gene expression profiles of oocyte extract-treated tumour xenografts to show that tumour reprogramming involves cell cycle arrest and acquisition of a quiescent state. Tumour dormancy is associated with increased P27 expression, restoration of RB function and downregulation of mitogen-activated signalling pathways. We also show that the quiescent state is associated with increased levels of H4K20me3 and decreased H4K20me1, an epigenetic profile leading to chromatin compaction. The epigenetic reprogramming induced by oocyte extracts is required for RB hypophosphorylation and induction of P27 expression, both occurring during exposure to the extracts and stably maintained in reprogrammed tumour xenografts. Therefore, this study demonstrates the value of oocyte molecules for inducing tumour reversion and for the development of new chemoquiescence-based therapies.

## INTRODUCTION

Cancer is a disease characterised by abnormal cell proliferation and first line treatments aim to eradicate tumour growth and metastatic spread. Novel therapies are being developed to specifically target molecular mechanisms at the basis of tumorigenesis to affect oncogenic pathways [1, 2]. However, they do not target all the molecular alterations that contribute to the complexity of the disease and they often result in drug resistance by allowing regrowth of tumour clones that do not respond to treatment [3]. Another approach to the development of targeted therapies is studying the mechanisms of tumour reversion, a biological process by which tumour cells lose or escape their malignant phenotype [4]. Tumour reversion can be induced by environmental cues with cells losing their malignant state following induction of growth arrest, apoptosis or differentiation [4]. Different models of tumour reversion have been explored and critical genes include a number already identified as targets of established drugs that could be repurposed for cancer treatment [5]. However, because tumour reversion involves multiple genes [6], a full understanding of its complexity still needs to be realised.

Among tumour reversion models, embryonic environments present unique opportunities due to their intrinsic ability to epigenetically program cellular states during development [7]. Embryos of different species have been used to suppress tumorigenicity of cancer cells and this approach was extended to embryonic stem cell extracts [8]. Indeed, teratocarcinoma cells can be reprogrammed when injected into blastocysts and contribute to normal tissue of chimeric mice [9]. In addition, injections into embryos of different species including zebrafish, chicken and mouse have been shown to reduce tumorigenicity and metastasis of melanoma cells [10–12]. Studies based on tumour reversion with these systems demonstrated that cancer cells retain a level of plasticity and are able to respond to embryonic signals that can induce loss of malignant phenotypes and/or growth arrest. Cancer cell plasticity can also be exploited for tumour reversion by nuclear reprogramming, an epigenetic process involving the change of one cellular state into another [13, 14]. Nuclear transfer experiments with somatic cells have shown that oocytes are able to reprogram somatic chromatin with remodelling of histone variants, histone modifications, DNA methylation and incorporation of oocyte-specific factors which actively participate in the reprogramming process [15–18]. The ability of oocytes to mediate tumour reversion has been further confirmed by *ex ovo* reprogramming experiments using extracts from amphibian and mammalian oocytes [19, 20]. Among amphibians, axolotls are unique experimental models because the molecular mechanisms regulating early development of axolotls and mammals are conserved [21–23]. Axolotl oocytes are very large and available in significant quantities, thus representing a unique experimental system for biochemical studies. We have previously introduced the value of axolotl oocyte extracts in tumour reversion and showed that they can reprogram breast cancer cells and suppress tumour growth *in vivo* [20].

In this study, we extended our investigation of tumour reversion with axolotl oocyte extracts by analysing the molecular profile of tumour-reverted mouse xenografts to show that oocyte-mediated reprogramming of breast cancer cells induces growth suppression by cell cycle arrest and induction of cellular dormancy. The growth arrest is associated with the upregulation of the cell cycle inhibitor P27, inhibition of RB phosphorylation and of key signalling pathways involved in cell proliferation. Growth arrested tumours demonstrated extensive epigenetic reprogramming with increased H4K20me3 and reduced H4K20me1, which are hallmarks of quiescence. Importantly, we show that the program of tumour reversion and tumour dormancy is initiated during the treatment with the oocyte extracts and is stably maintained in xenograft tumours over time.

## RESULTS

### Reprogrammed tumours show decreased proliferation associated with cell cycle arrest

Axolotl oocyte extracts (AOE) can reprogram breast cancer cells by reverting tumorigenicity *in vivo* [20]. In this study, we sought to identify the molecular mechanisms involved in reverting the tumour phenotype after treatment of breast cancer cells with AOE. We therefore determined the gene expression profile of tumour xenografts obtained from cells treated with AOE, as well as from untreated (UN) control cells. 

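The tumours were grown in mice from MCF-7 cells, a human luminal breast cancer line, that had been permeabilised. The permeabilised cells were kept for 6 h in axolotl oocyte extract (AOE) or, as the untreated group, put in growth medium. RNA from 2 AOE-treated and 2 untreated tumours was hybridised to Illumina HumanHT-12 v4 arrays, with 3 technical arrays per tumour. The AOE-treated tumours resembled each other more closely than the untreated tumours did. The log2 differences between the AOE-treated tumours had an SD of 0.316 across 11177 probes, and those between the untreated tumours an SD of 0.647. Untreated tumour 2 stood apart from the rest, with a Pearson r across probes of 0.930 to 0.943 with the other tumours, against 0.966 to 0.986 between those. The first principal component of the 12 arrays carried 51.2% of the variance and separated this tumour from the others. Probes for ribosomal RNA, which has no poly(A) tail, also differed between tumours. The log2 intensity of RNA28SN5, the 28S RNA, was 8.35 and 9.96 in the untreated and 11.78 and 11.33 in the AOE-treated tumours, and that of RNA5S9, a 5S RNA, was 7.26 and 9.25 against 10.65 and 10.01.

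**Figure D1:**
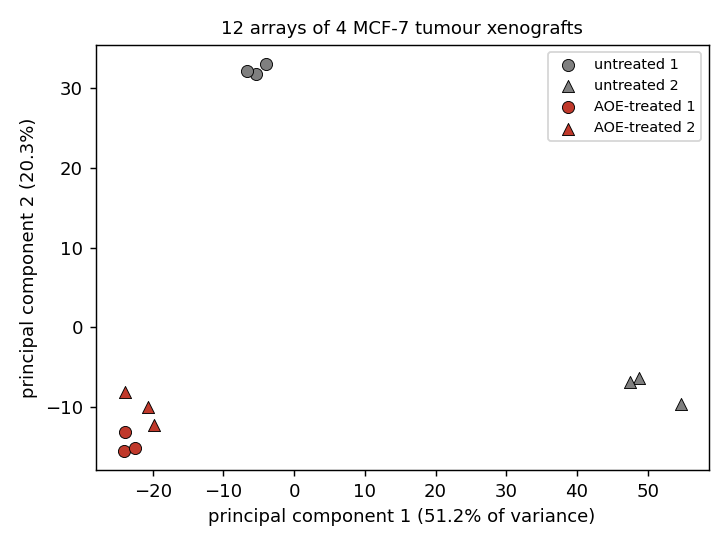
Principal components 1 and 2 of the log2 intensities of 12 arrays, with symbols by tumour (grey, untreated; red, AOE-treated; circles, tumour 1; triangles, tumour 2). Component 1 holds 51.2% and component 2 holds 20.3% of the variance, and the arrays of each tumour lie together.

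The values used are the authors' intensities, background-corrected and quantile-normalised in GenomeStudio, on a linear scale. Intensities under 16 were set to 16 and taken to log2, and 11177 probes with a mean log2 intensity of at least 5 were kept. The 3 arrays of each tumour were averaged, so that the tumour is the replicate, and the groups were compared with limma. Each SE is limma's moderated value, in which the variance of a probe is drawn toward that of all probes. It can be smaller or larger than the SDs of the tumours imply. The number of tumours limits the precision, since 2 against 2 cannot give an exact permutation p below 0.333.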

Microarray analyses revealed a total of 1976 differentially expressed genes, 741 and 1235 up-regulated and down-regulated in AOE-treated tumours, respectively (Figure 1A). 

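The genes with the largest differences between AOE-treated and untreated tumours included a histone, ribosomal RNA, LGALS3BP, H19 and IGFBP5. Among probes whose AOE-treated tumours both lay above both untreated tumours, H2AC6, a core histone H2A, was higher by 2.48 log2 (SE 0.66, adjusted p = 0.390 from limma). CCNC, the cyclin C of the Mediator complex, was higher by 2.29 (SE 0.82, adjusted p = 0.423), and SREBF1, a regulator of lipid synthesis, by 1.99 (SE 0.36, adjusted p = 0.366). Lower in both AOE-treated tumours were LGALS3BP, a secreted galectin-binding glycoprotein, with a log2 difference of -2.81 (SE 0.26, adjusted p = 0.366), the imprinted non-coding RNA H19 with -2.71 (SE 0.65) and IGFBP5, a binding protein of insulin-like growth factors, with -2.60 (SE 0.78). The other largest values were those of the 28S and 5S RNA, CHMP5, RNFT1, SPTSSB, MGST1 and GNAQ on the higher side, at least 1.95, and of AHNAK2, ZNF462, ABHD2, PCP4, KCNF1, RAB31 and MGP on the lower side, at most -1.90. In 8 of the 10 largest values on the higher side untreated tumour 2 was the lowest tumour, and in 4 it was at the floor. With a floor of 64 H2AC6, CCNC and SREBF1 were higher by 1.45, 1.29 and 0.49, and with a floor of 1 by 3.13, 4.24 and 2.41. Without untreated tumour 2 H2AC6 was higher by 1.43, CCNC by 0.94, and CHMP5, RNFT1, SPTSSB, MGST1 and GNAQ by 0.56, 0.90, 0.28, 0.88 and 0.94, and without untreated tumour 1 the 28S and 5S RNA probes were higher by 1.59 and 1.08. In 6 of the 10 largest values on the lower side an AOE-treated tumour was at the floor, among them LGALS3BP and H19, so the size of the differences on both sides depends on the floor. LGALS3BP had a difference of -1.01 and H19 one of -1.40 with a floor of 64, and they had -3.22 and -2.87 with a floor of 1. AHNAK2, ZNF462, PCP4, KCNF1 and MGP had differences of -0.87, -0.28, -1.16, -0.26 and -0.51 with a floor of 64, and MGP had -1.12 without untreated tumour 2. IGFBP5 had -1.56 without AOE-treated tumour 1. Genes named only for these differences are shown by probes picked for the size of the difference. Other kept probes of the same genes gave smaller values, with 0.44 and 1.47 for CCNC and 0.34 and 1.09 for CHMP5. Such probes had 0.62 and 0.95 for MGST1, 0.40 for SPTSSB and -0.65 for MGP. For SREBF1 other kept probes went the opposite way, with -0.63 and -0.14.
No probe passed an adjusted p of 0.05 in limma with the tumour as the replicate, where the lowest adjusted p was 0.366, and 1272 passed at an unadjusted p under 0.05 (513 higher, 759 lower, against 559 by chance). Of the kept probes, 47.5% had non-overlapping tumour groups, where chance gives 33.3% for 2 against 2, with 2424 higher and 2886 lower. Probes of a tumour can move together, so counts from 4 tumours can lie far from these chance levels without a treatment effect. Grouping an untreated with an AOE-treated tumour gave 124 and 128 probes at an unadjusted p under 0.05 in limma. The 3 possible groupings are too few to tell the treatment from chance. With each of the 12 arrays taken as a sample 3324 probes passed, 1493 higher and 1831 lower, and 520 of them were also at least 2-fold. With the tumour as a random block over the 12 arrays 296 probes passed, 135 higher and 161 lower, and 190 were at least 2-fold. That fit applies a shared correlation to all probes, so probes that vary more between tumours can pass too easily. Without untreated tumour 1 the count was 2573 and without untreated tumour 2 it was 109, where the lone tumour is assumed to vary like the other group.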

Several biological processes associated with regulation of cell proliferation were identified by Gene Ontology (GO) analysis. 

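Histone and RNA splicing genes were mostly higher in AOE-treated tumours than in untreated tumours. The lists of both passed in camera with its preset correlation, as did those of mitotic, immediate-early, interferon-stimulated and fibroblast genes. With that setting the p-value measures agreement among genes and not how a list varies between tumours. None of these 6 passed in camera with an estimated correlation (adjusted p = 0.81). That test rests on 2 residual degrees of freedom and can hardly pass, so it decides little. Without untreated tumour 2 the median of the mitotic list was 0.10, and without AOE-treated tumour 2 that of the interferon-stimulated list was 0.11 in place of -0.41. Of 27 measured core and linker histones, the proteins that package DNA, 22 were higher, with a median log2 difference of 0.54 (adjusted p = 1.4e-08 from camera; adjusted p = 0.81 with an estimated correlation). H3C10 was higher by 1.91 log2 (SE 0.46, adjusted p = 0.366 from limma) and H2BC11 by 1.73 (SE 0.58). H3C10 was at the floor in untreated tumour 2, and its difference was 0.51 with a floor of 64 and 2.88 with a floor of 1, and that of H2BC11 was 1.11 with a floor of 64. The ribosomal RNA probes, which like most histone mRNAs carry no poly(A) tail, were also higher in both AOE-treated tumours. Of 67 measured genes of mRNA splicing 46 were higher, with a median of 0.13 (adjusted p = 0.0135 from camera; adjusted p = 0.81 with an estimated correlation). Among them SRSF10, a splicing factor, was higher by 1.21 (SE 0.35), HNRNPK, an RNA-binding protein, by 1.14 (SE 0.37) and LUC7L3, of the U1 snRNP, by 1.03 (SE 0.27). H2BC11 was higher by 0.95, SRSF10 by 0.74 and HNRNPK by 0.63 without untreated tumour 2, HNRNPK by 0.66 and 0.94 at its other kept probes, and LUC7L3, which has low signal, by 0.16 with a floor of 64. Genes of intracellular vesicle transport went both ways, 35 higher and 29 lower of 64, with a median of 0.03 that becomes -0.00 without AOE-treated tumour 2.
On the side named for the downregulated genes, 42 of 68 cytosolic ribosomal proteins were lower, with a median of -0.11 (adjusted p = 0.381 from camera). Genes of rRNA processing and ribosome biogenesis were nearly balanced, with 22 lower and 20 higher of 42 and a median of -0.05 that turns to 0.15 without AOE-treated tumour 2. No single gene of these lists passed limma's test at an adjusted p of 0.05, also when adjusted over the list alone. At an unadjusted p under 0.05 there were 13 histone genes, 10 splicing genes, 3 vesicle transport genes, 2 ribosomal proteins and 4 rRNA processing genes, of which 13, 9, 2, 0 and 1 were higher, and with the tumour as random block 6, 5, 1, 0 and 0 passed. Of 43 gene lists tested, 6 passed with the preset correlation of 0.01 in camera and 0 with an estimated correlation, and 3 passed without AOE-treated tumour 1. The splicing list did not pass without AOE-treated tumour 1 (adjusted p = 0.0505, median 0.09) or with a floor of 64 (adjusted p = 0.0590, median 0.10), and over the alternatives its adjusted p ranged from 0.00684 to 0.809 and that of the histones from 1.65e-11 to 0.809.

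**Figure D2:**
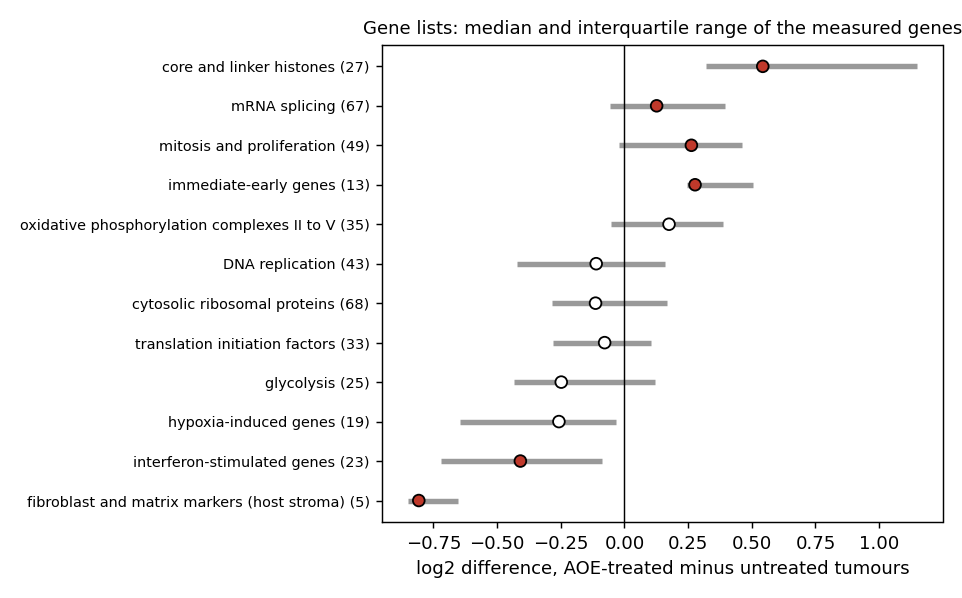
Median log2 difference between AOE-treated and untreated tumours (points) and interquartile range over the measured genes (bars) for 12 gene lists, with the number of genes in brackets. Filled points are lists past an adjusted p of 0.05 in camera with the preset correlation, from core and linker histones at 0.54 to fibroblast and matrix markers at -0.81.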

RNA splicing and processing, chromosome organisation, cell cycle, intracellular transport, G coupled receptor signalling were significantly represented in the upregulated genes, whereas protein translation, protein targeting to membrane, rRNA processing, mRNA and cell metabolism were among the most significant in the downregulated genes (Figure 1B). The interaction between genes that were differentially expressed in AOE-treated tumours was also explored by mapping to gene networks identified by Ingenuity Pathway Analysis (IPA). Developmental disorder and metabolic disease, post-translational modification and cellular organisation, lipid metabolism, DNA replication and repair, cell death and cell growth/survival, and cell signalling were among the top networks identified. The top molecular and cellular functions also included protein synthesis, RNA post-translational modification, gene expression, cell growth and proliferation, and cell death and survival among the processes affected by the cancer cell reprogramming (Supplementary Figure 1A). 

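Genes of the G1/S transition and of mitochondrial energy production went both ways in AOE-treated tumours. Of 15 measured G1/S cyclins, CDKs and E2F factors, 10 were lower and 5 higher, with a median log2 difference of -0.11 (adjusted p = 0.984 from camera). This median becomes 0.05 without AOE-treated tumour 2. The list holds drivers of S phase entry together with repressive E2F factors such as E2F5, so its direction is not that of S phase entry. Of 32 measured complex I genes 16 were higher and 16 lower, with a median of -0.01. Of 35 genes of complexes II to V of the respiratory chain 21 were higher, with a median of 0.18 (adjusted p = 0.135 from camera), which becomes -0.01 without untreated tumour 2 and 0.30 (adjusted p = 0.00842, in a range to 0.916 over the alternatives) without untreated tumour 1. Of the genes that the paper lists for its pathways, chosen on these samples and so not independent evidence, 17 of 30 for Mitochondrial Dysfunction and 8 of 13 for G1/S Checkpoint Regulation were lower.
None of these genes passed limma's test at an adjusted p of 0.05. An unadjusted p under 0.05 was found for 1 of the G1/S genes, 2 of complex I, 1 of complexes II to V, 8 of the paper's Mitochondrial Dysfunction genes and 2 of its G1/S Checkpoint genes, and with the tumour as random block 0, 0, 0, 2 and 0 passed. All of these at an unadjusted p under 0.05 were lower, apart from 2 Mitochondrial Dysfunction genes.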

IPA analysis showed Mitochondrial dysfunction and Cell cycle: G1/S checkpoint regulation as the most significant among the best match canonical pathways (Figure 1C). The latter pathway also demonstrated one of the highest gene ratios, indicating a high number of genes from the dataset represented in the total number of genes involved in this pathway. Consistent with this, genes involved in DNA replication and repair were found to be downregulated. These included members of the origin recognition complex assembly (*MCM2, MCM5, CDT1*), and DNA polymerases (*POLA1, POLD2, POLD4*) (Supplementary Figure 1B). 

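The replication genes that the paper names were lower in both AOE-treated tumours than in both untreated tumours, by 0.52 to 0.93 log2, while the replication machinery as a whole went both ways. MCM5, a subunit of the helicase that opens replication origins, had a mean log2 intensity of 8.19 ± 0.05 (SD, n = 2 tumours) in untreated and 7.26 ± 0.21 (SD, n = 2) in AOE-treated tumours. This is a log2 difference of -0.93 (SE 0.23, adjusted p = 0.366 from limma). CDT1, which loads the helicase, had a difference of -0.70 (SE 0.26, adjusted p = 0.423), and MCM2 one of -0.54 (SE 0.23, adjusted p = 0.454). The polymerase subunits POLD2, POLD4 and POLA1 had differences of -0.68 (SE 0.23), -0.55 (SE 0.23) and -0.52 (SE 0.25), and that of POLA1 becomes -0.32 without untreated tumour 2 and 0 with a floor of 64, which lies above its signal.
Of 43 measured DNA replication genes, 24 were lower and 19 higher, with a median log2 difference of -0.11 (adjusted p = 0.479 from camera), which becomes -0.02 without AOE-treated tumour 2. In both AOE-treated tumours 15 of them lay below and 7 above both untreated tumours. Both sides together are set beside 47.5% of all kept probes whose tumour groups did not overlap. The 6 genes named by the paper were chosen on these samples and are not independent evidence, and 1 of them passed when adjusted over the list alone. None of the 43 passed limma's test over all probes, 3 were at an unadjusted p under 0.05, all lower, and 1 passed with the tumour as random block.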

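CDK4 was lower and CDKN1B, WEE1, CDKN3 and E2F5 were higher in both AOE-treated tumours than in both untreated tumours. Cell cycle inhibitors and mitotic genes as lists held members of both directions. In both AOE-treated tumours 11 of 20 inhibitors and 21 of 49 mitotic genes lay above both untreated tumours, and 4 of each list lay below. Of all 11177 kept probes 2424 lay above and 2886 below. CDK4, the cyclin D-dependent kinase that phosphorylates RB, had a mean log2 intensity of 9.91 ± 0.09 (SD, n = 2 tumours) in untreated and 9.25 ± 0.07 (SD, n = 2) in AOE-treated tumours, a log2 difference of -0.66 (SE 0.22, adjusted p = 0.414 from limma). CDKN1B, which encodes the CDK inhibitor P27, was higher by 0.49 (SE 0.22, adjusted p = 0.467), with -0.25 at its other kept probe. WEE1, the kinase that restrains CDK1, was higher by 0.50 (SE 0.25, adjusted p = 0.490). CDKN3, a phosphatase of CDKs, and E2F5, a repressive E2F, were each higher by 0.82 (SE 0.37 and 0.38). Without untreated tumour 2 these became 0.32 and 0.29, and WEE1 0.33.
Of 20 measured cell cycle inhibitors and antiproliferative genes 14 were higher, with a median log2 difference of 0.35 (adjusted p = 0.0723 from camera), which becomes 0.19 without untreated tumour 2, 0.20 without AOE-treated tumour 2 and 0.07 with a floor of 64. Of 49 measured genes of mitosis and proliferation 36 were higher, with a median of 0.26 (adjusted p = 0.0135 from camera; adjusted p = 0.81 with an estimated correlation). CDK1, the kinase that starts mitosis, was higher by 0.82 (SE 0.39, adjusted p = 0.481 from limma), the mitotic kinesin KIF4A by 0.89 (SE 0.43) and HMMR, a spindle-associated protein, by 0.76 (SE 0.35), with -0.06 at its other kept probe. These were 0.28, 0.29 and 0.30 without untreated tumour 2, and KIF4A, which has low signal, was higher by 0.04 with a floor of 64. Untreated tumour 2 stood apart for the mitotic list, lying below untreated tumour 1 by a median of -0.40, and without this tumour the list's median was 0.10 (adjusted p = 0.891 from camera).

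**Figure D3:**
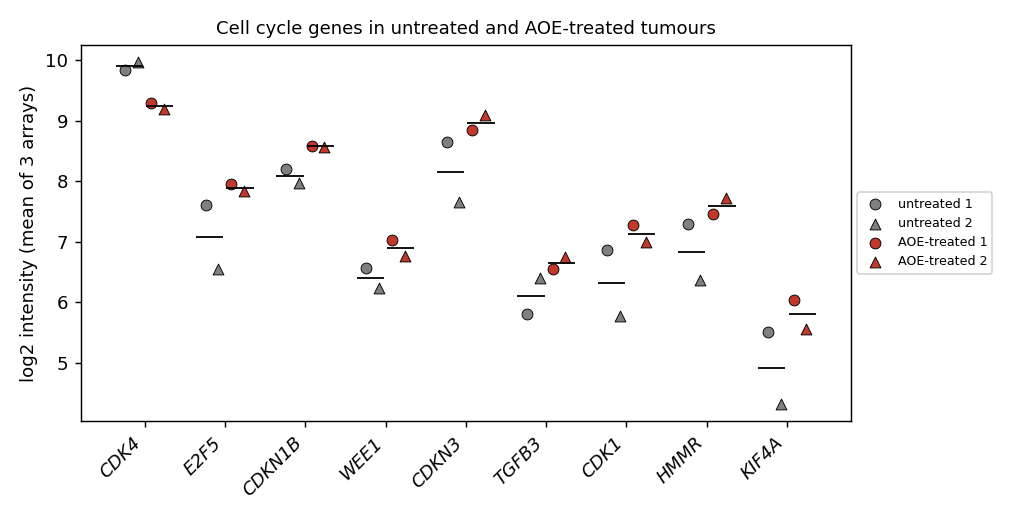
Log2 intensity of 9 cell cycle genes in each tumour (points, mean of 3 arrays; grey, untreated; red, AOE-treated) and the mean of each group (lines, n = 2 tumours). CDK4 is lower in both AOE-treated tumours, and for E2F5, CDKN3, CDK1, HMMR and KIF4A untreated tumour 2 is the lowest.

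None of these genes passed limma's test at an adjusted p of 0.05, also when adjusted over the list alone. At an unadjusted p under 0.05 there were 4 of the 20 inhibitors, 3 higher and 1 lower, and 1 of the 49 mitotic genes, which was lower, and with the tumour as random block 1 and 0 passed. The list of mitosis also did not pass without AOE-treated tumour 1 (median 0.18, adjusted p = 0.172), and its adjusted p ranged from 0.000112 to 0.891 over the alternatives. The regulators named by the paper were chosen on these samples and are not independent evidence.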

Several important cell cycle regulators were found differentially expressed in the reprogrammed tumours, including *CDK4*, *E2F5*, and *CDKN1B* (*P27*), *WEE1, CDKN3* (Figure 1D). The canonical pathway analysis revealed additional cell cycle regulators that could be potentially involved, including antiproliferative BTG/TOB proteins, TGF-β, EIF2, mTOR Integrin and RHO signalling proteins (Supplementary Table 1). 

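The genes behind these pathways were mostly lower in AOE-treated tumours, apart from those listed for the TOB pathway. Of the genes that the paper lists, 7 of 9 measured ones for the TOB pathway were higher, with a median log2 difference of 0.49. That list also holds CDK2 and CCNA2, which drive the cell cycle, so its direction is not that of antiproliferative activity. The TOB median was 0.32 without untreated tumour 1 and 0.25 without untreated tumour 2. TOB1, which holds cells in G1, was higher by 0.61 (SE 0.22, adjusted p = 0.423 from limma) and TGFB3, a ligand of the TGF-β pathway, by 0.55 (SE 0.28, adjusted p = 0.496), which becomes 0.24 without untreated tumour 1. Of the mTOR Signalling genes 25 of 29 were lower, with a median of -0.36. Most genes of that list, ribosomal proteins and initiation factors above all, are also in the paper's EIF2 Signalling list. For Integrin Signalling 19 of 25 were lower, with a median of -0.45, and for RhoGDI Signalling 14 of 22, with a median of -0.35. Without untreated tumour 1 these medians were -0.55 and -0.25, and without untreated tumour 2 they were -0.22 and -0.23.
These lists were chosen by the paper on these samples and are not independent evidence of a direction. None of their genes passed limma's test at an adjusted p of 0.05, also when adjusted over the list alone. An unadjusted p under 0.05 was found for 1 TOB, 4 mTOR, 7 Integrin and 4 RhoGDI genes, of which 1, 2, 2 and 1 were higher, and with the tumour as random block 0, 1, 0 and 0 passed. Of 19 genes of a textbook list of the mTOR and AKT pathway 14 were lower, with a median of -0.20 (adjusted p = 0.357 from camera), which becomes -0.41 without untreated tumour 1 and -0.06 without untreated tumour 2.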

Differential expression of critical cell cycle genes was validated by via qRT-PCR, demonstrating the biological relevance of this pathway in the tumour-reverted phenotype (Figure 1D).

**Figure 1:**
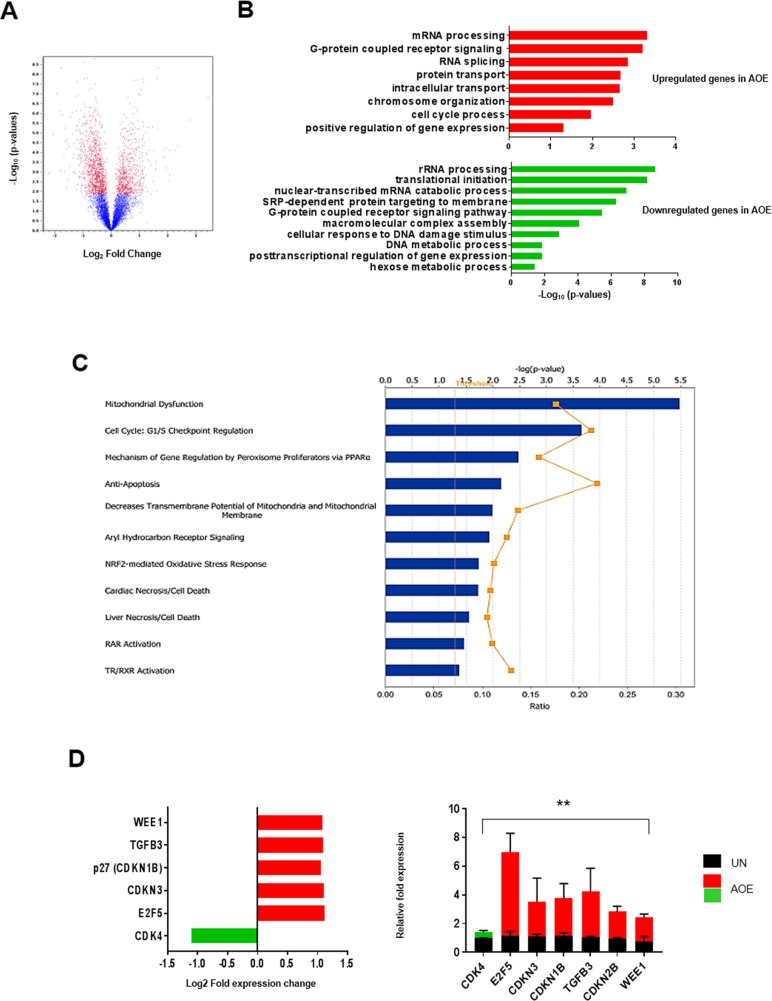
Gene expression analysis of AOE-reprogrammed tumour xenografts **(A)** Volcano plot of differentially expressed gene in AOE-treated versus untreated (UN) tumour xenografts. Differentially expressed genes were determined with a cut-off for adjusted p-value established at 0.05 and fold change value at ± 2 (n=6). Red dots show genes which are diffrerentially expressed above a 2-fold threshold. The part of the graft on the left of the zero point represents genes which are downregulated in AOE-treated tumours (1235), whereas the one on the right represents genes which are upregulated in AOE-treated tumours (741). **(B)** Bar plot ranking the enrichment score of GO biological processes for upregulated and downregulated genes in AOE-treated tumours compared to untreated. **(C)** Best match canonical pathway by IPA. Functional pathways are presented in descending order of significance (p<0.05, with threshold specified by yellow dotted line). The yellow graph line indicates the ratio between the numbers of genes from the dataset and the total number of genes involved in those pathways. **(D)** Fold change in gene expression as determined by microarray analysis (left) and TaqMan^®^ qRT-PCR (right). Quantitative RT-PCR results for each gene are presented as relative fold expression to *RPLP0* and the UN group used as calibrator (n=3). Relative fold expression levels were analysed by unpaired Student’s *t*-test. ^**^p< 0.01. Green and red bars indicate downregulated or upregulated genes in AOE, respectively.

### Extract-induced cell cycle arrest is associated with increased CDKN1B (P27) expression and inactivation of RB function

To functionally validate the involvement of a cell cycle block we next conducted a BrdU labelling experiment of xenografts obtained from reprogrammed cancer cells (Supplementary Figure 2). Reprogrammed tumour xenografts showed reduced staining of the proliferation markers BrdU and Ki67, indicating a cell cycle block before S phase (Figure 2A, 2B). In addition, the same tumours showed increased expression of P27, which is consistent with the observed increased gene expression. Importantly, P27 staining was also nuclear in the reprogrammed tumours, suggesting its re-established function as tumour suppressor after the reprogramming (Figure 2C). As many pathways regulating G1-S cell cycle progression converge on the activity of the retinoblastoma tumour suppressor protein (RB), we next investigated the regulation of RB phosphorylation in reprogrammed tumours.

**Figure 2:**
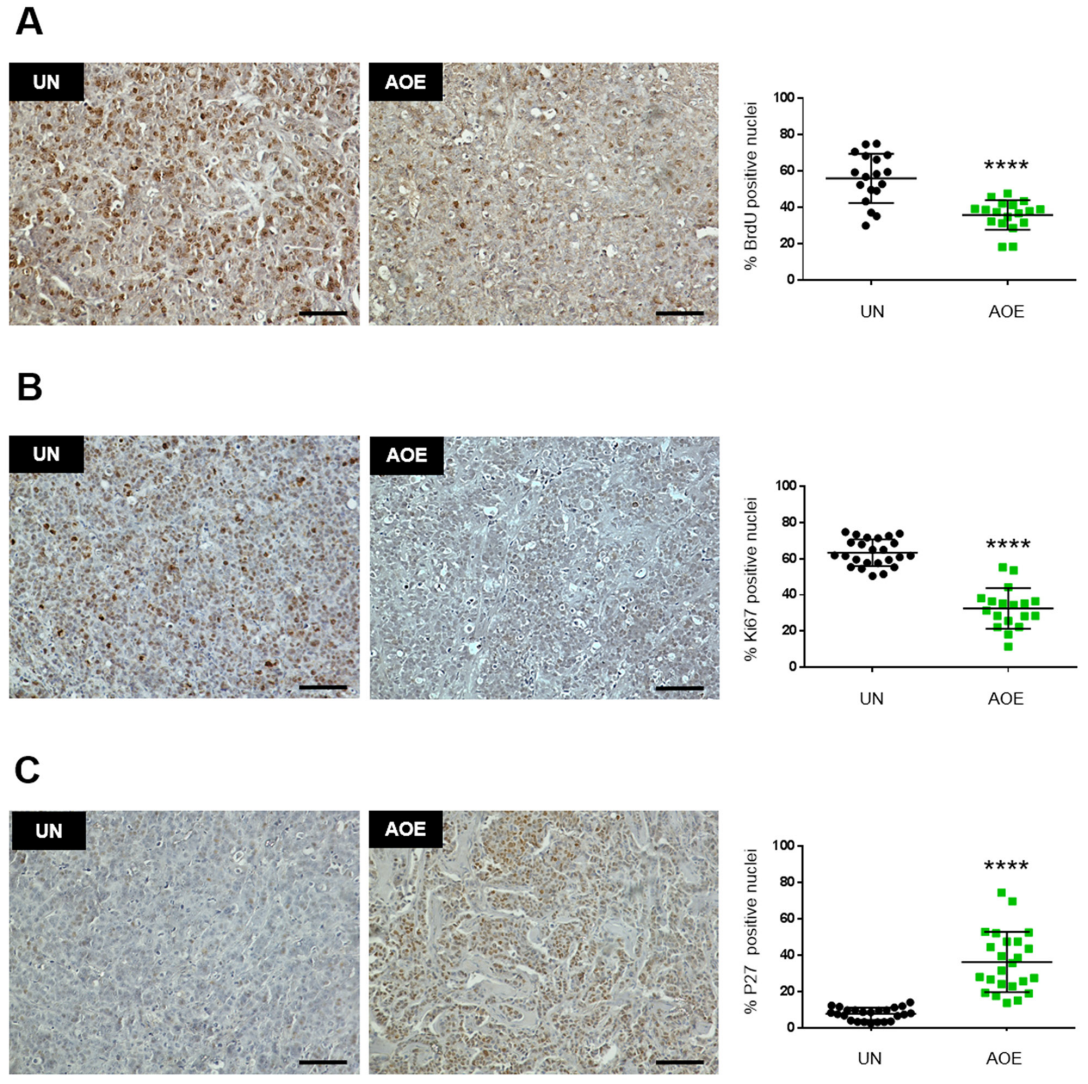
Quantification of BrdU, Ki67 and P27 staining in AOE-reprogrammed tumours **(A)** BrdU staining of UN and AOE-treated tumour xenografts. Scatter plot shows the % of positively stained nuclei (n= 3; 6 fields of view). Staining levels were analysed by nonparametric Mann-Whitney test. ^****^p<0.0001. Scale bar = 100μm. **(B)** Ki67 staining of UN and AOE-treated tumour xenografts. Scatter plot shows the % of positively stained nuclei (n= 3-4; 6 fields of view). Staining levels were analysed by nonparametric Mann-Whitney test. ^****^p<0.0001. Scale bar = 100μm. **(C)** P27 staining of UN and AOE-treated tumour xenografts. Scatter plot shows the % of positively stained nuclei (n= 4; 6 fields of view). Staining levels were analysed by nonparametric Mann-Whitney test. ^****^p<0.0001. Scale bar = 100μm.

Consistent with cell cycle arrest and the inhibition of CDK activity, reprogrammed tumours showed reduced phosphorylation of RB at Ser780 (Figure 3A), but not at Ser807 or altered expression of total RB levels (Figure 3B, 3C). Phosphorylation of RB at Ser795 was not detected in either untreated or untreated xenografts (Supplementary Figure 3A). Hypo-phosphorylation of RB at Ser780 is consistent with the observed decreased CDK4 expression and the predicted negative z-score of the EIF2 canonical signalling pathway. These results further indicate a growth arrest phenotype resulting from active RB and inhibition of the progression through S and G2/M phases of the cell cycle (Supplementary Table 1).

**Figure 3:**
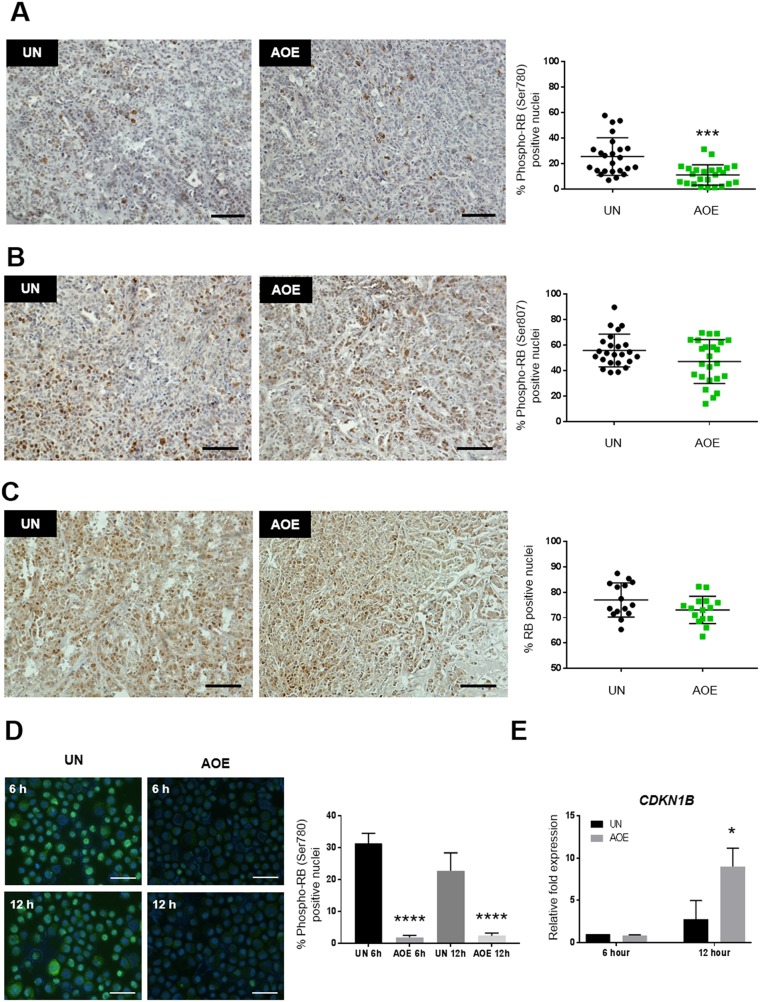
Quantification of RB activation and P27 expression in AOE-reprogrammed tumours and cancer cells **(A)** RB (Ser780) phosphorylation staining of UN and AOE-treated tumour xenografts. Scatter plot shows the % of positively stained nuclei (n= 4; 6 fields of view). Staining levels were analysed by nonparametric Mann-Whitney test. ^***^p<0.001. Scale bar = 100μm. **(B)** RB (Ser807) phosphorylation staining of UN and AOE-treated tumour xenografts. Scatter plot show the % of positively stained nuclei (n= 4; 6 fields of view). Staining levels were analysed by nonparametric Mann-Whitney test. p=0.1472. Scale bar = 100μm. **(C)** Total RB staining of UN and AOE-treated tumour xenografts. Scatter plot show the % of positively stained nuclei (n= 3; 5 fields of view). Staining levels were analysed by nonparametric Mann-Whitney test. p=0.1485. Scale bar = 100μm. **(D)** RB (Ser780) phosphorylation staining of UN and AOE-treated cells after 6 hours and 12 hours reprogramming. Scatter plot shows the % of positively stained nuclei (n= 2; 5 fields of view). Staining levels were analysed by One-way Anova followed by Bonferroni’s multiple comparisons test. ^****^p<0.0001. Scale bar = 50μm. **(E)** Fold change in P27 (*CDKN1B*) gene expression as determined by TaqMan^®^ qRT-PCR. Results are presented as relative fold expression to *RPLP0* and the UN group used as calibrator (n=3). Relative fold expression levels were analysed by Two-way Anova followed by Bonferroni’s multiple comparisons test. ^*^p< 0.05.

In order to understand whether a cell cycle block might be an immediate response to extract treatment, we measured RB phosphorylation and P27 expression in treated cells at 6 hours and 12 hours after reprogramming, the latter representing the same time point at which the cells were injected in immunocompromised mice. Phosphorylation of RB and its nuclear localisation was reduced by 6 hours and this was maintained at low levels up to 12 hours after extract treatment (Figure 3D). On the other hand, expression of *CDKN1B (P27)* did not increase immediately after the extract treatment (6 hours), but it was induced by 12 hours after reprogramming (Figure 3E). These results indicate that the induction of cell cycle arrest occurs during the reprogramming process in oocyte extracts and it is stably maintained in treated tumour xenografts.

### Reprogrammed tumours show reduced MAPK signalling

In order to elucidate the contribution of cell cycle extrinsic regulation in oocyte-mediated cancer reprogramming, several signalling pathways involved in cell proliferation were analysed.

Reprogrammed tumours demonstrated reduced phosphorylation of p44/42 MAPK and SAPK/JNK (Figure 4A, 4B), whereas no activation of p38 MAPK was observed in either untreated or reprogrammed tumours (Supplementary Figure 3B). The downregulation of ERK signalling in AOE-treated tumours was also consistent with reduced expression of several ERK signalling related genes, as identified by GO analysis of the microarray data. Indeed, significant down-regulation of *MAPK3, MAP2K2, MAPKAPK3, ELK1* and up-regulation of the phosphatase *DUSP1* was found in the reprogrammed tumours (Figure 4C). 

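In AOE-treated tumours the phosphatase DUSP1 was higher, and MAP2K2, ELK1, MAPKAPK3 and MAPK3 were lower by smaller amounts. DUSP1, which dephosphorylates MAP kinases, had a mean log2 intensity of 7.07 ± 0.53 (SD, n = 2 tumours) in untreated and 8.32 ± 0.71 (SD, n = 2) in AOE-treated tumours, a log2 difference of 1.25 (SE 0.43, adjusted p = 0.419 from limma), which becomes 0.75 without AOE-treated tumour 1. MAP2K2, the kinase MEK2 upstream of ERK, had a difference of -0.70 (SE 0.34, adjusted p = 0.487), which becomes -0.28 without untreated tumour 2. The transcription factor ELK1 and the kinase MAPKAPK3 had differences of -0.48 (SE 0.22) and -0.37 (SE 0.24), the latter -0.22 without untreated tumour 2. MAPK3, which encodes ERK1, had one of -0.13 (SE 0.22, adjusted p = 0.812), and of -0.07 without AOE-treated tumour 2.
Of 20 measured genes of the ERK cascade 15 were lower, with a median of -0.11 (adjusted p = 0.477 from camera), which becomes -0.29 without untreated tumour 1. Of 8 measured MAPK phosphatases and feedback inhibitors 7 were higher, with a median of 0.23 (adjusted p = 0.135), which becomes 0.30 (adjusted p = 0.0337, in a range to 0.809 over the alternatives) without untreated tumour 2 and 0.09 (adjusted p = 0.649) without untreated tumour 1. None of these genes passed limma's test at an adjusted p of 0.05, also when adjusted over the list alone. At an unadjusted p under 0.05 there were 0 ERK cascade genes and 1 phosphatase, which was higher, and with the tumour as random block 0 and 1 passed. The genes named by the paper were chosen on these samples and are not independent evidence.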

We next investigated whether the reduced activation of protein kinase signalling occurred immediately after the reprogramming or as long-term consequence of the extract treatment in tumour xenografts. We detected a reduction in expression of the early response genes *JUN*, but not *FOS* (Figure 4D) and an inhibition of p44/42 MAPK and p38MAPK after 6 hours reprogramming, but no change was found in JNK signalling (Figure 4E). Therefore, these data indicate inhibition of mitogen activated kinase signalling is an immediate consequence of the reprogramming process that is stably maintained in reverted tumours. Consistent with our findings, reverted tumours showed upregulated expression of *MAPK9* expression (Figure 4C), a negative regulator of JUN [24].

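MAPK9, which encodes the kinase JNK2, was higher in both AOE-treated tumours, at a mean log2 intensity of 8.44 ± 0.17 (SD, n = 2 tumours) against 7.78 ± 0.17 (SD, n = 2) in untreated tumours. The log2 difference was 0.67 (SE 0.24, adjusted p = 0.423 from limma). Of 13 measured immediate-early genes, the first transcripts to respond to growth signals, all 13 were higher, with a median log2 difference of 0.28 (adjusted p = 0.0135 from camera; adjusted p = 0.81 with an estimated correlation). Among them IER5 was higher by 1.06 (SE 0.37, adjusted p = 0.419 from limma), ZFP36, which destabilises AU-rich mRNAs, by 0.74 (SE 0.25) and the matricellular protein CCN1 by 0.67 (SE 0.51). Without AOE-treated tumour 1 IER5 was higher by 0.61 and JUN by 0.07.
In these tumours JUN was higher by 0.50 log2 (SE 0.36, adjusted p = 0.592) and FOS by 0.25 (SE 0.78, adjusted p = 0.909), and for both the tumour groups overlapped. FOS was 5.23 in AOE-treated tumour 2 and 7.63 in AOE-treated tumour 1. The difference of FOS turns to -0.95 without AOE-treated tumour 1 and to -0.17 without untreated tumour 2, and that of CCN1 to -0.00 without AOE-treated tumour 1. The list did not pass without AOE-treated tumour 1 (median 0.06, adjusted p = 0.799) or without untreated tumour 2 (median 0.28, adjusted p = 0.248), and its adjusted p ranged from 1.86e-07 to 0.809 over the alternatives. Of 13 measured genes of the JNK and p38 cascades 8 were higher, with a median of 0.05 (adjusted p = 0.553) that becomes -0.21 without untreated tumour 1 and -0.06 without AOE-treated tumour 1. None of these genes passed limma's test at an adjusted p of 0.05, also when adjusted over the list alone. An unadjusted p under 0.05 was found for 2 immediate-early genes, both higher, and 2 of the JNK and p38 cascades, 1 higher and 1 lower, and with the tumour as random block 1 and 0 passed.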

**Figure 4:**
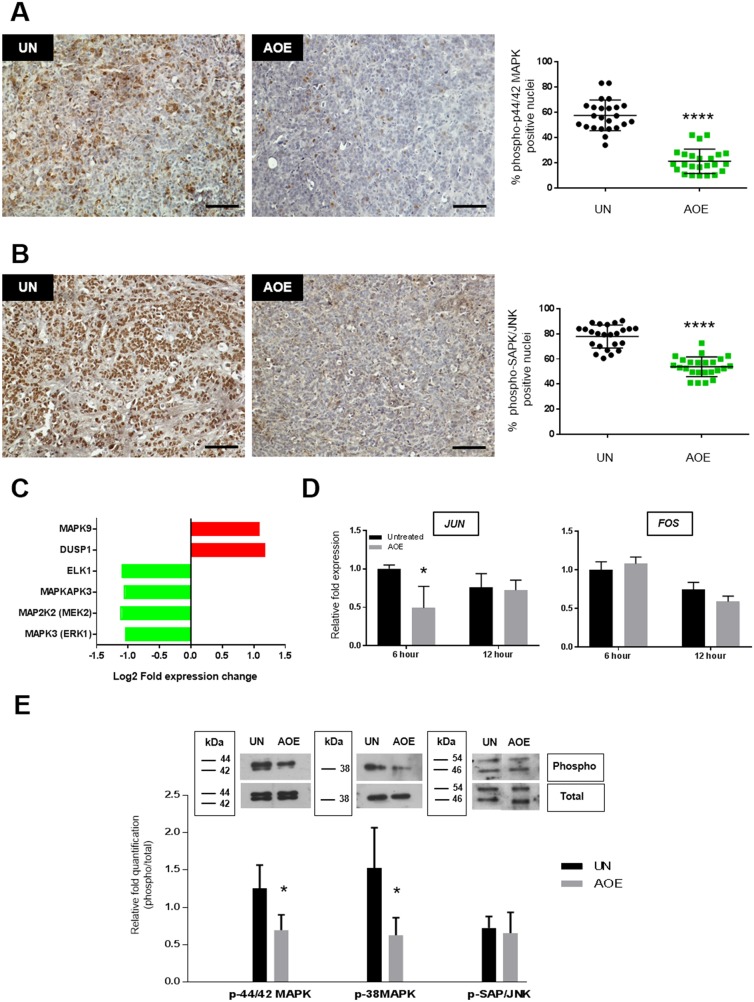
Quantification of p44/42 MAPK, SAPK/JNK and p38MAPK activation in AOE-reprogrammed tumours and cancer cells **(A)** p44/42 MAPK phosphorylation staining of UN and AOE-treated tumour xenografts. Scatter plot shows the % of positively stained nuclei (n= 4; 6 fields of view). Staining levels were analysed by nonparametric Mann-Whitney test. ^****^p<0.0001. Scale bar = 100μm. **(B)** SAPK/JNK phosphorylation staining of UN and AOE-treated tumour xenografts. Scatter plot show the % of positively stained nuclei (n= 4; 6 fields of view). Staining levels were analysed by nonparametric Mann-Whitney test. ^****^p<0.0001. Scale bar = 100μm. **(C)** Fold change in gene expression as determined by microarray analysis. **(D)** Fold change in *JUN* and *FOS* gene expression as determined by TaqMan^®^ qRT-PCR. Results are presented as relative fold expression to *RPLP0* and the UN group used as calibrator (n=3). Relative fold expression levels were analysed by Two-way Anova followed by Bonferroni’s multiple comparisons test. ^*^p< 0.05. **(E)** Western blotting analysis of p44/42 MAPK, SAPK/JNK and p38MAPK phosphorylation of cells treated with AOE for 6 hours. Relative quantification of phosphorylation was calculated as ratio between the levels of phosphorylated and total protein signals. Relative quantification was analysed by unpaired Student’s *t*-test. ^*^p< 0.05.

### Reprogramming with oocyte molecules induces a state of quiescence in cancer cells

We next asked whether the growth/proliferation arrest in reprogrammed tumours was associated with increased programmed cell death. Reprogrammed xenografts did not show any increase in caspase 3 activation (Figure 5A). Upregulation of the anti-apoptotic genes *BCL2L2, BAG3,* and downregulation of pro-apoptotic genes *DAXX, FAF1, PAK1, DFFA, ENDOG* was found in reprogrammed tumours pointing to a cell cycle arrest without engagement of the apoptotic pathway (Figure 5B). 

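The apoptosis genes named by the paper separated the tumour groups, with pro-apoptotic genes lower and anti-apoptotic genes higher in AOE-treated tumours. DAXX, an adaptor of death receptor signalling, had a mean log2 intensity of 6.19 ± 0.62 (SD, n = 2 tumours) in untreated and 4.88 ± 0.38 (SD, n = 2) in AOE-treated tumours, a log2 difference of -1.31 (SE 0.37, adjusted p = 0.392 from limma). FAF1, which binds the death receptor FAS, had a difference of -0.68 (SE 0.21, adjusted p = 0.403), with 0.45 at its other kept probe. The nuclease ENDOG and DFFA, the inhibitor and chaperone of the apoptotic DNase, had differences of -0.45 (SE 0.21) and -0.32 (SE 0.23), with -0.10 at the other kept probe of DFFA. BAG3, a co-chaperone that favours survival, was higher by 0.55 (SE 0.26, adjusted p = 0.482) and BCL2L2, of the BCL2 family, by 0.33 (SE 0.21). DAXX lay near the floor in AOE-treated tumours, and its difference was -0.32 with a floor of 64. Without untreated tumour 2 DAXX had a difference of -0.87 and DFFA one of -0.19, and without AOE-treated tumour 1 BAG3 was higher by 0.34.
Of 20 measured pro-apoptotic genes 14 were lower, with a median of -0.27 (adjusted p = 0.204 from camera), which becomes -0.22 (adjusted p = 0.0464, in a range to 0.809 over the alternatives) with a floor of 64. Of 10 measured anti-apoptotic genes 5 were higher and 5 lower, with a median of -0.06 that turns to 0.13 without untreated tumour 2. No gene of these lists passed limma's test at an adjusted p of 0.05, also when adjusted over the list alone. At an unadjusted p under 0.05 there were 3 pro-apoptotic genes and 1 anti-apoptotic gene, all lower, and with the tumour as random block 0 passed. The named genes were chosen on these samples and are not independent evidence, and PAK1 has no value here, since no probe is listed under its name. Setting these genes beside the caspase 3 staining, the paper proposes a cell cycle arrest that does not engage the apoptotic pathway.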

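Several DNA repair genes were lower in both AOE-treated tumours than in both untreated tumours, among them ERCC1, XRCC1 and NTHL1. NTHL1, a glycosylase that removes oxidised bases, had a log2 difference of -0.82 (SE 0.26, adjusted p = 0.410 from limma), and ERCC1, of the nuclease of nucleotide excision repair, had one of -0.81 (SE 0.23, adjusted p = 0.394). XRCC1, the scaffold of single-strand break repair, had a difference of -0.74 (SE 0.22, adjusted p = 0.397), PARP1, a sensor of DNA breaks, one of -0.43 (SE 0.22) and RPA2, which binds single-stranded DNA, one of -0.27 (SE 0.22), the last -0.17 without AOE-treated tumour 1. APEX1, the main abasic site endonuclease, was 10.99 ± 0.10 (SD, n = 2 tumours) in untreated and 11.02 ± 0.06 (SD, n = 2) in AOE-treated tumours, a difference of 0.03 (SE 0.22, adjusted p = 0.967) that turns to -0.04 without untreated tumour 2 and -0.01 without AOE-treated tumour 2.
The repair pathways as wider lists went both ways. Of 15 measured genes of base excision repair 8 were higher, with a median of 0.01 that turns to -0.26 without untreated tumour 1, -0.11 without AOE-treated tumour 1, -0.01 without AOE-treated tumour 2 and -0.01 after a second quantile normalisation. Of 15 genes of nucleotide excision repair 9 were higher, with a median of 0.11 that turns to -0.05 without either untreated tumour. Of 23 genes of homologous recombination and double-strand break repair 13 were lower, with a median of -0.15 that turns to 0.01 without untreated tumour 2. None of these lists passed in camera (adjusted p = 0.806, 0.900 and 0.869), and no gene passed limma's test at an adjusted p of 0.05. An unadjusted p under 0.05 was found for 2, 2 and 3 genes, all lower, and with the tumour as random block 0, 1 and 0 passed. Of the 6 measured repair genes named by the paper, chosen on these samples and so not independent evidence, 3 passed when adjusted over the list alone, and RAD23A has no value here, since no probe is listed under its name.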

DNA damage response and repair pathways were also downregulated in reprogrammed tumours (Figure 5B).

**Figure 5:**
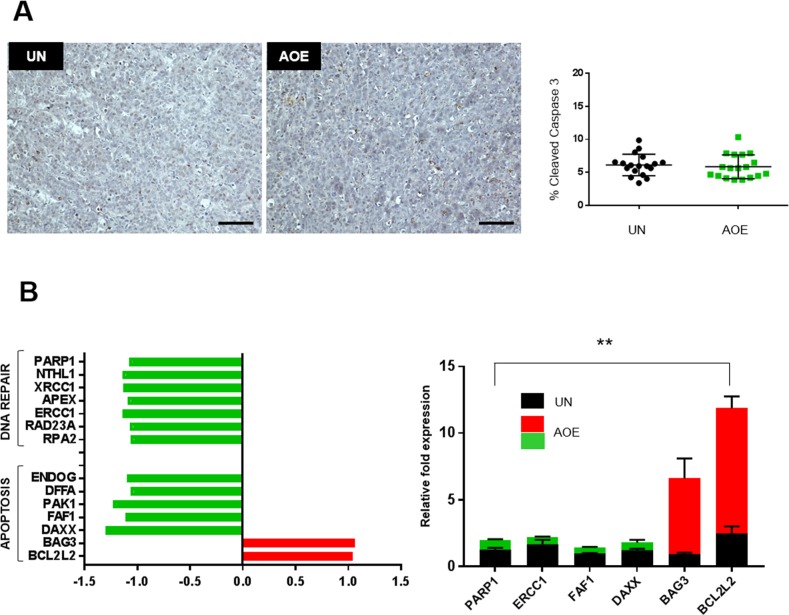
Quantification of apoptosis and DNA repair pathways **(A)** Cleaved Caspase 3staining of UN and AOE-treated tumour xenografts. Scatter plot shows the % of positively stained nuclei (n= 3; 6 fields of view). Staining levels were analysed by nonparametric Mann-Whitney test. p=0.4197. Scale bar = 100μm. **(B)** Fold change in apoptosis and DNA repair genes expression as determined by microarray analysis (left) and TaqMan^®^ qRT-PCR (right). Quantitative RT-PCR results for each gene are presented as relative fold expression to RPLP0 and the UN group used as calibrator (n=3). Relative fold expression levels were analysed by unpaired Student’s *t*-test. ^**^p< 0.01. Green and red bars indicate downregulated or upregulated genes in AOE, respectively.

To ascertain whether the growth-arrested tumours sustained long-term survival in a quiescent or senescent state, we next investigated signalling pathways that coordinate metabolic homeostasis in dormant cells. AOE-treated tumours showed reduced phosphorylation of AKT (Figure 6A) and reduced phosphorylation of both p70S6 kinase and the translation repressor 4E-BP1 (Figure 6B, 6C). Consistent with this, inhibition of protein synthesis was highlighted by GO analysis, where translation was found among the most significant biological processes in the down-regulated genes and EIF2 signalling was the top canonical pathway with predicted inhibition and a negative z-score (Supplementary Table 1).

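Genes of the paper's EIF2 Signalling list, mostly ribosomal proteins and initiation factors, were mostly lower in AOE-treated tumours by small amounts. Of 35 measured genes 32 were lower and 30 of these lay below both untreated tumours in both AOE-treated tumours, with a median log2 difference of -0.37. For Regulation of eIF4 and p70S6K Signalling 20 of 22 were lower, with a median of -0.33. Nearly all genes of this list are also in the EIF2 list, so the 2 counts are not separate results. Both lists were chosen by the paper on these samples and are not independent evidence of a direction. In the wider list of cytosolic ribosomal proteins 31 of 68 lay below both untreated tumours in both AOE-treated tumours and 9 lay above. Both sides together are set beside 47.5% of all kept probes whose tumours did not overlap, where chance gives 33.3%.
Of 33 translation initiation factors 21 were lower, with a median of -0.08 (adjusted p = 0.654 from camera), which becomes -0.05 without untreated tumour 1. No gene of these lists passed limma's test at an adjusted p of 0.05, also when adjusted over the list alone. At an unadjusted p under 0.05 there were 2 of the EIF2 genes, 1 higher and 1 lower, 0 of the eIF4 and p70S6K genes and 1 of the initiation factors, which was higher, and with the tumour as random block 0 of each passed. The list of ribosomal proteins passed in camera under 2 of 23 other settings, with no filter and without untreated tumour 2.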

**Figure 6:**
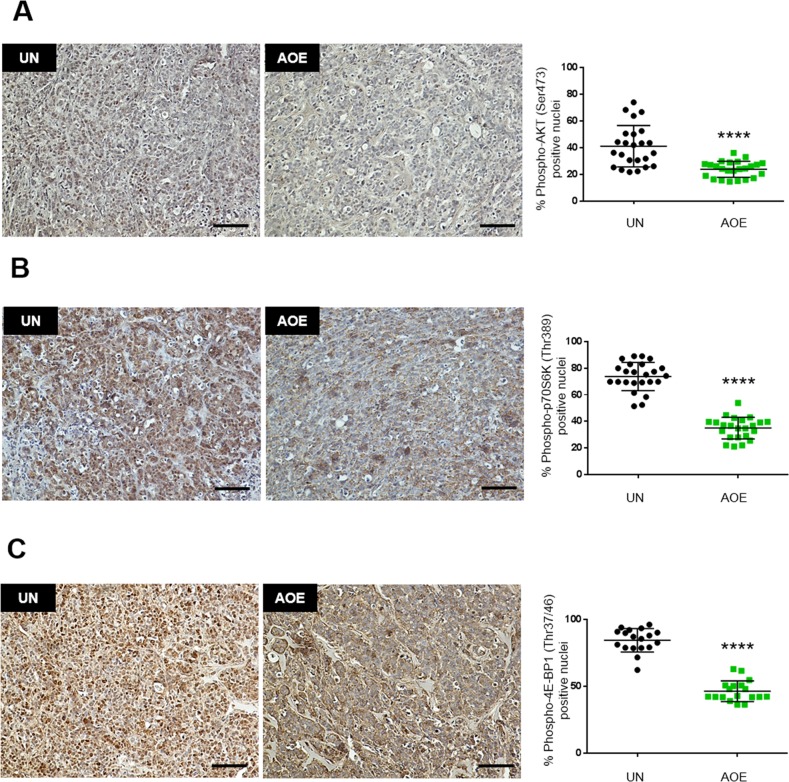
Quantification of AKT, p70S6K and 4E-BP1 activation in AOE-reprogrammed tumours **(A)** AKT phosphorylation staining of UN and AOE-treated tumour xenografts. Scatter plot shows the % of positively stained nuclei (n= 4; 6 fields of view). Staining levels were analysed by nonparametric Mann-Whitney test. ^****^p<0.0001. Scale bar = 100μm. **(B)** p70S6K phosphorylation staining of UN and AOE-treated tumour xenografts. Scatter plot shows the % of positively stained nuclei (n= 4; 6 fields of view). Staining levels were analysed by nonparametric Mann-Whitney test. ^****^p<0.0001. Scale bar = 100μm. **(C)** 4E-BP1 phosphorylation staining of UN and AOE-treated tumour xenografts. Scatter plot shows the % of positively stained nuclei (n= 3; 6 fields of view). Staining levels were analysed by nonparametric Mann-Whitney test. ^****^p<0.0001. Scale bar = 100μm.

Altogether, these results suggested a state of tumour dormancy. This could also explain the negative regulation of cellular metabolism found in the reprogrammed tumours, such as downregulated expression of genes involved in glucose metabolism (*TPI1, ENO1, ENO2, GALM, GPI, GAPDH, PFKP, PGM1, PDHB, PKM2*), oxidative phosphorylation (*ATP5D, UQCRC1, NDUFB9, NDUFV1, NDUFS8*) and DNA metabolism (*NANS, UGDH, AMDHD2, MPI, TK1*) in AOE-treated tumours. 

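The glycolytic genes GPI, PFKP and PKM were lower in both AOE-treated tumours than in both untreated tumours, while the wider list of glycolysis had 17 genes lower and 8 higher and did not pass its test. PFKP, a phosphofructokinase that commits glucose to glycolysis, had a mean log2 intensity of 9.81 ± 0.05 (SD, n = 2 tumours) in untreated and 8.97 ± 0.06 (SD, n = 2) in AOE-treated tumours, a log2 difference of -0.85 (SE 0.21, adjusted p = 0.371 from limma). GPI, which makes fructose 6-phosphate, had a difference of -1.05 (SE 0.28, adjusted p = 0.390) and PKM, the pyruvate kinase, one of -0.77 (SE 0.26, adjusted p = 0.419), with -0.62 and -0.14 at its other kept probes. ENO2, TPI1, PGM1, GAPDH and ENO1 had differences from -0.66 to -0.25, with ENO2 at -0.31 without untreated tumour 2 and TPI1 at -0.09 at its other kept probe. PDHB, a subunit of pyruvate dehydrogenase, was higher by 0.32 (SE 0.22, adjusted p = 0.582), and by 0.21 without untreated tumour 2.
Of the oxidative phosphorylation genes named, ATP5F1D (ATP5D in the paper), a subunit of ATP synthase, had a difference of -0.57 (SE 0.21), NDUFB9 of complex I one of -0.56 (SE 0.21), and NDUFV1, NDUFS8 and UQCRC1 had differences of -0.54, -0.41 and -0.22. Of the group listed as DNA metabolism, MPI and AMDHD2, enzymes of sugar phosphate metabolism, had differences of -0.76 (SE 0.23) and -0.70 (SE 0.23), and TK1, the thymidine kinase of S phase, one of -0.47 (SE 0.21). MPI lay near the floor, and its difference was -0.00 with a floor of 64. UGDH and NANS had differences of -0.43 and -0.31, and NANS one of -0.16 without untreated tumour 1.
Of 25 measured genes of glycolysis 17 were lower, with a median of -0.25 (adjusted p = 0.204 from camera). Without untreated tumour 2 this was -0.36 (adjusted p = 0.00620, in a range of 0.00391 to 0.996 over the alternatives) and without untreated tumour 1 it was -0.05 (adjusted p = 0.996). No gene passed limma's test at an adjusted p of 0.05. An unadjusted p under 0.05 was found for 3 of the 25, all lower, and 2 passed with the tumour as random block. The named genes were chosen on these samples and are not independent evidence, 2 of the 9 glucose metabolism genes passed when adjusted over the list alone, and GALM was below the filter.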

An association of these biological functions with the downregulated genes was also identified by GO and IPA analyses (Figure 1B, Supplementary Figure 1 and Supplementary Table 1).

Because our data show that the dormant state induced by reprogramming is not associated with a response to oncogenic stress and increased mTOR activity that are characteristics of senescence, we next tested whether the lack of cell proliferation in reprogrammed tumours could be due to quiescence. Meta-analysis of data defining quiescence signatures in cell-cycle arrested fibroblasts [25] showed a substantial overlap (~30%) with the genes differentially expressed in reprogrammed tumours (Figure 7A). GO analysis showed that regulation of mRNA metabolic process, cellular component organisation and protein transport were among the most significant biological processes for the overlapping up-regulated genes, whereas translation elongation, translation termination, rRNA processing, DNA replication and repair were the most significant overlapping genes in the down-regulated group of genes. Importantly, the key regulators of quiescence TOB1, BTG2, THBS1, HES1 and MLL5 were found in the overlapping genes that were upregulated (Figure 7B). 

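The 4 quiescence regulators with a measured probe were all higher in both AOE-treated tumours than in both untreated tumours. KMT2E (MLL5 in the paper), a SET-domain protein that restrains cell cycle progression, had a mean log2 intensity of 5.70 ± 0.25 (SD, n = 2 tumours) in untreated and 6.93 ± 0.18 (SD, n = 2) in AOE-treated tumours, a log2 difference of 1.23 (SE 0.25, adjusted p = 0.366 from limma). THBS1, the anti-angiogenic matrix protein thrombospondin 1, was higher by 0.64 (SE 0.25, adjusted p = 0.429) and HES1, a repressor downstream of Notch, by 0.48 (SE 0.24, adjusted p = 0.487), which becomes 0.31 without AOE-treated tumour 2. TOB1 was at 10.80 ± 0.08 (SD, n = 2) against 10.19 ± 0.15 (SD, n = 2).
None of the 4 passed limma's test at an adjusted p of 0.05, 3 were at an unadjusted p under 0.05 and 1 passed with the tumour as random block. The regulators were chosen by the paper on these samples and are not independent evidence, and 1 passed when adjusted over the list alone. BTG2 has no value here, since no probe is listed under its name. The list of quiescent fibroblasts was not analysed here.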

Thrombospondin-1 (THBS) is an anti-angiogenic factor and endothelium-derived tumour suppressor that can sustain breast cancer dormancy [26]. BTG proteins are important regulators of cell cycle progression [27] and TOB1 acts as a tumour suppressor in MCF-7 cells by inducing arrest at G1-S phase through upregulation of P27 and decreased activity of ERK2 and AKT [28].

**Figure 7:**
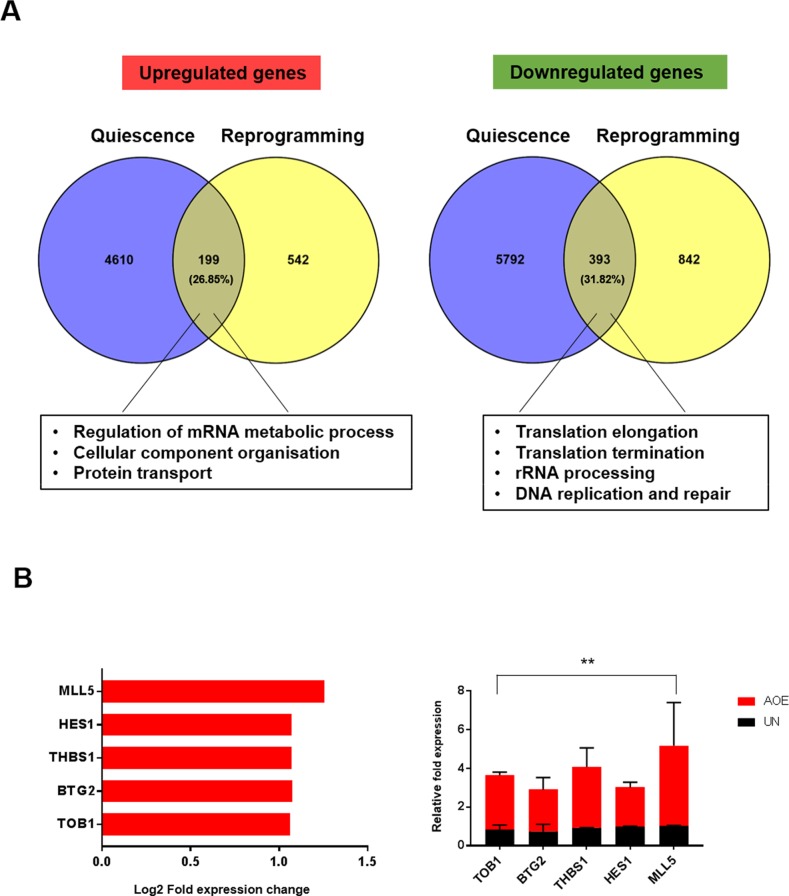
Gene expression signature of quiescence in AOE-reprogrammed tumour xenografts **(A)** Meta-analysis of gene expression profile of quiescent fibroblasts [25] and differentially expressed genes of AOE-reprogrammed tumours using Venny software. Enriched biological processes for overlapping upregulated and downregulated genes are highlighted. **(B)** Fold change in expression of quiescence-related gene in AOE-reprogrammed tumours as determined by microarray analysis (left) and TaqMan^®^ qRT-PCR (right). Quantitative RT-PCR results for each gene are presented as relative fold expression to *RPLP0* and the UN group used as calibrator (n=3). Relative fold expression levels were analysed by unpaired Student’s *t*-test. ^**^p< 0.01. Red bars indicate upregulated genes in AOE.

### Oocyte extract mediated tumour quiescence involves epigenetic reprogramming

We next investigated whether the induction of a quiescent state in treated tumours depended on epigenetic reprogramming, as previous work demonstrated the ability of AOE to remodel epigenetic modifications of the chromatin in both somatic and cancer cells [20, 29]. We therefore first analysed H4K20 histone methylation as this modification has been reported to regulate quiescence and chromatin compaction [30]. Consistent with an induction of quiescence, a significant decrease in the levels of H4K20me1 and increase in H4K20me3 were detected in reprogrammed tumours (Figure 8). In addition, similarly to the epigenetic profile reported in MCF-7 slowly proliferating “G0-like” cells [31], a decrease in H3K9me3, H3K9me2, H3K27me3 and H3K4me3 was found. Levels of active transcription marks H3K9ac and H4K16ac were also lower in reprogrammed tumours, confirming a non-cycling chromatin configuration (Figure 8). In order to investigate the relationship between epigenetic reprogramming and cell cycle arrest in the induction of quiescence we next studied the dynamics of H4K20 methylation and RB phosphorylation immediately after reprogramming. We measured a reduction of H4K20me1 and H4K20me3 after 6 hours and 12 hours of AOE treatment, in agreement with the epigenetic status of reprogrammed tumour xenografts. These changes were abolished when cells were incubated in extracts pre-treated and supplemented with the PHF8 inhibitor Daminozide (DAM) and the SUV420H1/H2 inhibitor A-196, which can prevent the demethylation and methylation of H4K20me1, respectively (Figure 9).

**Figure 8:**
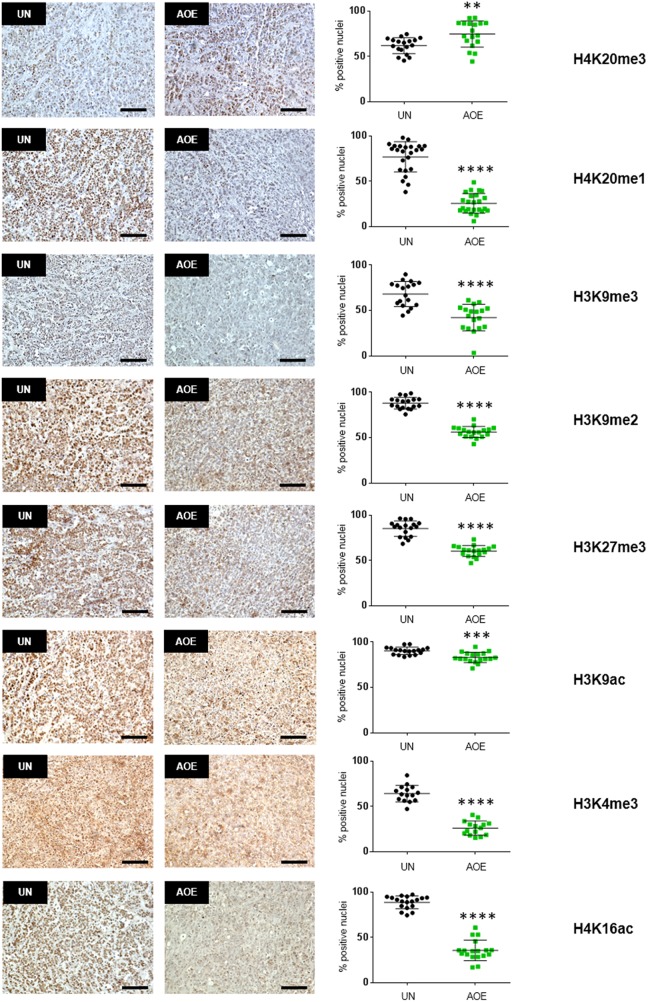
Quantification of histone modifications in AOE-reprogrammed tumours H4K20me3, H4K20me1, H3K9me3, H3K9me2, H3K27me3, H3K9ac, H3K4me3, H4K16ac staining of UN and AOE-treated tumour xenografts. Scatter plot shows the % of positively stained nuclei (n= 3-4; 6 fields of view). Staining levels were analysed by nonparametric Mann-Whitney test. ^**^p<0.01, ^***^p<0.001, ^****^p<0.0001. Scale bar = 100μm.

**Figure 9:**
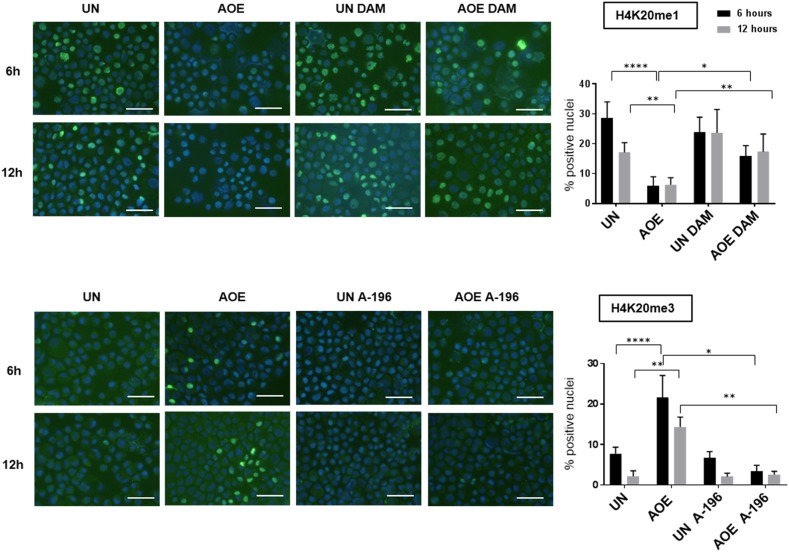
H4K20me1 and H4K20me3 staining of untreated and AOE-treated cells in the presence of inhibitors of SUV420H1/H2 and PHF8 H4K20me1 and H4K20me3 staining of cells incubated in growth medium (UN) or AOE for 6 hours in the presence or absence of Daminozide (DAM) or A-196. Cells were analysed immediately after reprogramming (6 hours) and after overnight culture (12 hours). Histogram shows the % of positively stained nuclei (n= 2; 5 fields of view). Staining levels were analysed by Two-way Anova followed by Bonferroni’s multiple comparisons test. ^*^p< 0.05. ^**^p<0.01, ^****^p<0.0001. Scale bar = 50μm.

This inhibition was most likely due to an effect on histone demethylase and methylase enzymes contained in the extract as no effect was seen when inhibitors were added to control cells incubated in buffer under the same experimental conditions. Importantly, the AOE-mediated de-phosphorylation of RB did not occur in the presence of these epigenetic inhibitors (Figure 10A). Induction of CDKN1B (P27) expression also was dependent of H4K20me remodelling, whereas the reduced expression of *JUN* was not affected (Figure 10B). Therefore, the results suggest that the induction of a stable cell cycle arrest and associated tumour cellular dormancy depends on epigenetic reprogramming mediated by oocyte molecules which promote chromatin compaction and inhibition of the cell cycle (Figure 11).

**Figure 10:**
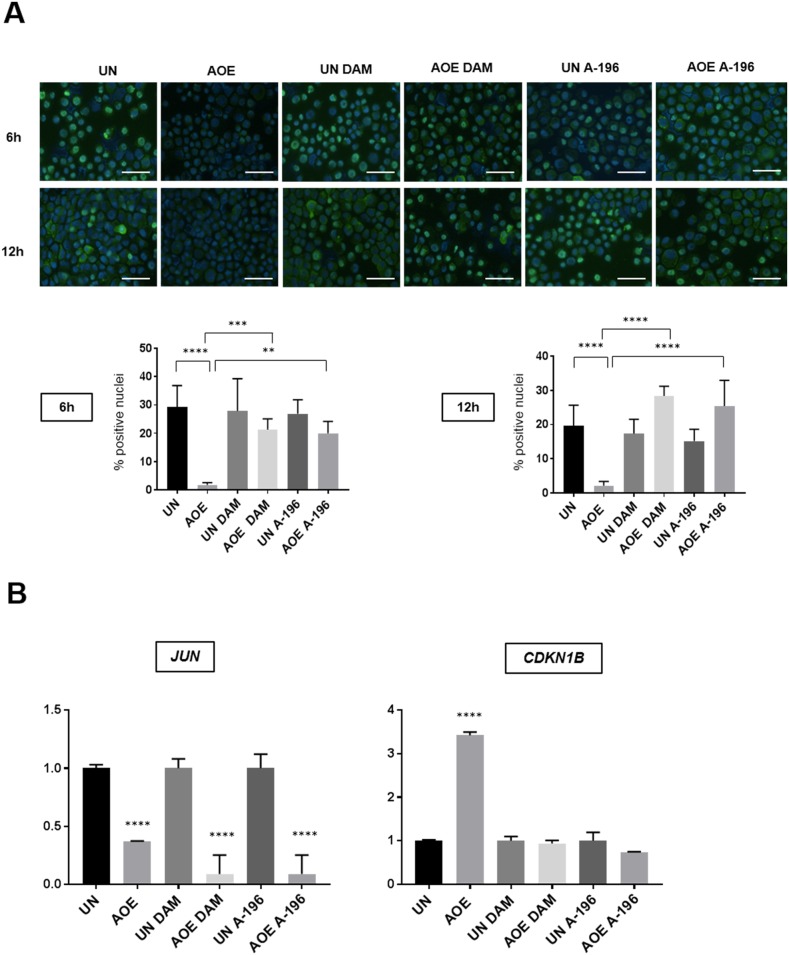
RB (Ser780) phosphorylation and expression of *JUN* and *CDKN1B (P27)* of untreated and AOE-treated cells in the presence of inhibitors of SUV420H1/H2 and PHF8 **(A)** RB (Ser780) phosphorylation staining of cells incubated in growth medium (UN) or AOE for 6 hours in the presence or absence of DAM or A-196. Cells were analysed immediately after reprogramming (6 hours) and after overnight culture (12 hours). Histogram shows the % of positively stained nuclei (n= 2; 5 fields of view). Staining levels were analysed by One-way Anova followed by Bonferroni’s multiple comparisons test. ^**^p<0.01, ^***^p<0.001, ^****^p<0.0001. Scale bar = 50μm. **(B)** Fold change in expression of *JUN* (6 hours after reprogramming) and *P27 (CDKN1B)* (12 hours after reprogramming) as determined by TaqMan^®^ qRT-PCR. Results are presented as relative fold expression to *RPLP0* and the UN group used as calibrator (n=3). Relative fold expression levels were analysed by One-way Anova followed by Bonferroni’s multiple comparisons test. ^****^p< 0.0001.

**Figure 11:**
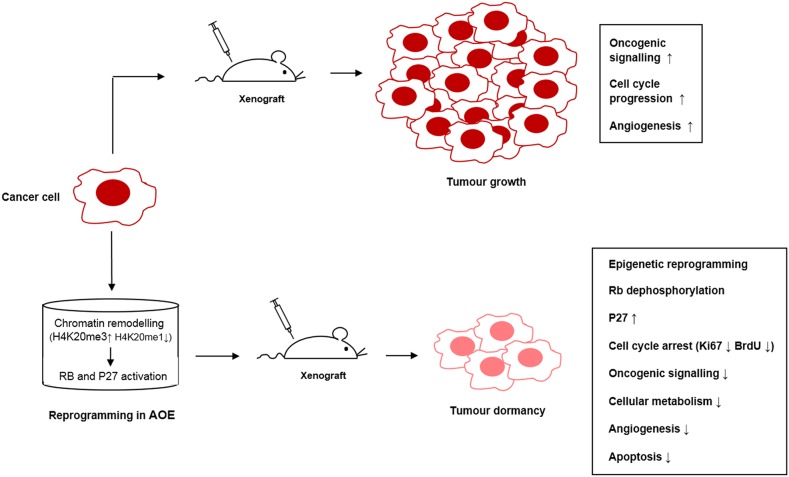
Pathways crosstalk involved in tumour reversion mediated by oocyte extracts

## DISCUSSION

The idea of inducing tumour reversion by allowing cancer cells to regain control of normal growth has been receiving renewed attention [32]. Tumour reversion is considered a different approach for the development of new treatments based on the selection of stable cancer revertants. As a therapeutic strategy, tumour reversion can induce tumour differentiation or growth arrest by reactivating the normal control mechanisms that regulate cell proliferation. In this way, successful tumour reversion strategies can allow complete or partial stable cancer remission. Tumour reversion has also been an important strategy for elucidating of molecular mechanisms involved in tumorigenesis. For instance, tumour reversion induced by oncolytic viruses or viral oncogenes has led to the discovery of novel tumour suppressor genes [4, 33–35].

We previously showed that treatment of breast cancer cells with axolotl oocyte extracts can induce growth arrest both *in vitro* and *in vivo* [20]. In this study, we sought to identify the molecular mechanisms involved in such a growth-arrested phenotype to elucidate whether treatment of cancer cells with oocyte extracts could provide insight into potential therapeutic targets for tumour reversion. By genome-wide screening of reverted xenograft tumours we demonstrated that treatment of luminal breast cancer cells with oocyte extracts induces cell cycle arrest associated with upregulated expression of *CDKN1B* (*P27*) and reduction of RB phosphorylation. *CDKN1B* is a cell cycle inhibitor that controls the G0 to S- phase transition by regulating activity of the cyclin-dependent kinase (CDK) complexes CyclinD-CDK4 and CyclinD-CDK6 [36]. Decreased expression of P27 has been correlated with the development of and poor prognosis of breast cancer [37, 38]. Importantly, the oocyte extract treatment not only increased the expression of P27 but also changed its localisation from the cell cytoplasm to the nucleus. In quiescent normal cells, functional P27 has a nuclear localisation, whereas oncogenic activation of MAPK promotes its cytoplasmic accumulation, thus promoting cell motility and invasion [36]. Therefore, restoration of P27 expression and function represents a significant effect of oocyte-mediated tumour reversion. Consistent with inhibition of the G0/G1-S transition, we also measured reduced expression of CDK4 in reprogrammed tumours and reduced RB phosphorylation at Ser780 (the RB amino acid substrate of the Cyclin D1-CDK complex) in reprogrammed tumours [39]. In its active form, hypophosphorylated RB leads to repression of E2F-regulated genes and inhibition of progression through S phase and G2/M [40]. Reprogrammed tumours also presented reduced phosphorylation of p44/42, a pathway implicated in breast cancer growth. Indeed, mutations leading to constitutive activation of the p44/42 MAPK pathway is common in breast cancer and critical for breast cancer progression and invasion [41].

This pathway has been shown to mediate P27 degradation [42]. In turn, P27 can inhibit MAPK activation by sequestering H-Ras [43], suggesting that these mechanisms could reduce cell proliferation working through a negative feedback loop in AOE treated tumours.

JNK was another downregulated signalling pathway in growth arrested AOE-treated tumours. Activation of JNK has a suppressive role in mammary carcinogenesis by mediating stress-induced apoptosis [44, 45]. One unexpected finding in this study was the lack of apoptosis following cell cycle arrest induced by AOE treatment, which could be due to the inhibition of the observed JNK signalling. Suppression of cancer growth is not always associated with an apoptotic response, but it can also involve an induction of cellular dormancy, a state that can consist of either quiescence or senescence. In contrast to senescence, which occurs irreversibly in response to oncogenic signals and ageing, quiescence is a reversible process which is not induced by replicative stress. During quiescence cells become G0-G1 arrested due to lack of growth factor stimulation, cell adhesion signalling and angiogenesis, thus resulting in inhibition of metabolic and translational activity [46]. AOE-reprogrammed tumours also showed reduced activation of the AKT and mTOR pathways, which pointed to a quiescence phenotype, rather than senescence. Because quiescent cells demonstrate a characteristic gene expression profile which is not a mere consequence of cell cycle arrest [47], we overlapped our gene set with the quiescence-specific gene expression profile of quiescent fibroblasts [25]. The fact that we found a significant overlap between gene signatures confirms an induction of tumour dormancy after AOE reprogramming. Two important epigenetic regulators, MLL5 and HES1 [48, 49], were identified among the common quiescence-related genes, suggesting a link between AOE-induced growth arrest and epigenetic reprogramming. We previously demonstrated that AOE can induce profound epigenetic changes both in somatic and cancer cells which involve remodelling of DNA methylation and histone modifications [20, 50]. Therefore, one important question to address was the relationship between the cell cycle arrest and epigenetic reprogramming mediated by AOE. We found that AOE reprogrammed tumours demonstrated an extensive epigenetic reprogramming which involved the acquisition of a compact chromatin configuration [30]. Loss of H4K20me3 is a hallmark of cancer and a prognostic factors in breast cancer [51, 52]. Therefore, restoration of this chromatin mark is likely to be an important regulator of AOE-mediated tumour reversion. We have shown that epigenetic reprogramming is initiated during the 6 hours treatment of cancer cells with AOE and is maintained up to the point when cells are injected into mice. However, this reprogramming was halted when inhibitors of epigenetic modifiers were used. In addition, the inhibition of the these enzymatic activities prevented RB dephosphorylation and induction of P27 expression, suggesting that epigenetic reprogramming due to chromatin compaction may be critical for cell cycle arrest, as previously reported [53]. Because the inhibitors did not affect cells that were not treated with AOE (control group), we speculated that the epigenetic reprogramming may be mediated by enzymatic activities present in the oocyte extracts. Mammalian oocytes express H4K20me modifying enzymes [54] and oocyte-specific factors can dynamically contribute to the reprogramming process by assimilation into reprogrammed cells [15, 55]. In addition, un-ovulated oocytes are arrested in prophase of meiosis I through inhibition of p44/42 MAPK phosphorylation [56]. Therefore, it is possible that oocyte molecules that are naturally involved in the maintenance of oocyte cell cycle arrest could be assimilation into cancer cells and mediate tumour reversion.

Induction of primary tumour dormancy represents an attractive therapeutic strategy for cancer treatment [57, 58]. Our data show that AOE reprogramming of cancer cells to a quiescent state is initiated early during the extract treatment and maintained stably during the development of xenografts over time (at least up to 15 months, data not shown). Therefore, oocyte extracts may contain molecules involved in inducing stable chemoquiescence and tumour reversion. Although this study is limited to the analysis of tumour reversion in luminal breast cancer cells, it highlights the importance of tumour reversion approaches based on cell cycle arrest and activation of the RB pathway. RB signalling plays a critical role in breast cancer and therefore therapeutic strategies that harness this pathway have a potential for clinical intervention [59]. This is particularly relevant for luminal-type breast cancer whereby reactivation of the RB pathway is beneficial for the treatment of tumours resistant to endocrine therapies [60]. Therefore, together with CDK inhibitors, purified molecules from axolotl oocytes could contribute to the development of new dormancy-promoting therapies aimed to maintain tumours in an asymptomatic state as well as to strategies for cancer prevention.

## MATERIALS AND METHODS

All cell culture materials were from Invitrogen and chemicals from Sigma-Aldrich, unless otherwise stated.

### Cell culture and extract treatment

The breast cancer cell line MCF-7 was obtained from ATCC and was grown in RPMI-1640 medium supplemented with 10% foetal calf serum (FCS), 1% Penicillin/Streptomycin (Pen/Strep), 1% L-Glutamine, 1% sodium pyruvate, 1% non-essential amino acids. Cell line identity was validated by genotyping (Bio-Synthesis Inc) and cells were regularly checked for mycoplasma contamination using the EZ-PCR Mycoplasma Test Kit (Geneflow Ltd). For extract treatment, cell permeabilisation was performed as previously reported [20, 55]. Briefly, cell suspensions (2×10^6^ cells/ml) were treated with 20 μg/ml digitonin in PB buffer (170 mM potassium gluconate, 5 mM KCl, 2 mM MgCl2, 1 mM KH2PO4, 1 mM EGTA, 20 mM Hepes, supplemented with 1:5,000 dilution of Protease Inhibitor Cocktail, pH 7.25) for 1-2 min on ice. Cells were washed in cold PB buffer and permeabilisation was assessed by staining with propidium iodide (PI). AOE were prepared from mature females as described previously [55]. Permeabilised cells were added either to growth medium (untreated group) or oocyte extracts (5,000 cells/μl extract) supplemented with an energy regenerating system (150 μg/ml creatine phosphokinase, 60 mM phosphocreatine, 1mM ATP) and incubated at 17°C. After reprogramming, cells were plated in growth medium overnight. On the next day, cells were collected and viability assessed by trypan blue stain. Only cultures with more than 95% viability were used for injection into immunocompromised mice or other characterisation studies. For epigenetics studies, AOE was pre-treated with 10 μM Daminozide (DAM) (Tocris Bioscience) or 10 μM A-196 (kindly provided by SGC, www.thesgc.org) 2 hours at 17°C. The inhibitors were maintained in both AOE and buffer control during the 6 hours reprogramming. After this, cells were washed and incubated in culture medium for analysis at 12 hours.

### Tumour xenografts

Female MF1 nude mice (Harlan-Olac) were injected sub-cutaneously into the left flank with 1.5×106 MCF-7 cells (untreated and AOE-treated) in a volume of 200μl Matrigel. 17-beta-estradiol pellets (0.1mg, 60-day release; Innovative Research of America, US) were implanted subcutaneously into the scruff of each mouse (n=6). Tumour dimensions were monitored twice weekly by calliper measurements. For BrdU incorporation experiments, BrdU (10 mg/ml) was injected at a dose of 150mg/kg via intraperitoneal injection 60 minutes before sacrifice. At termination (11 weeks), tumours were excised, stored in RNAlater (Thermo Scientific) or fixed in formalin and paraffin embedded. The project was run under Home Office project PPL 40/2962 with local ethical approval. The study adhered to the UK Co-ordinating Committee for Cancer Research (UKCCCR) guidelines.

### Immunohistochemistry

Histology sections (5 μm) were de-waxed and processed for antigen retrieval (citrate buffer pH 6, 15 min using microwave). Slides were washed with PBS and treated with Bloxall blocking solution (Vector Laboratories). Slides were then incubated with Mouse on Mouse blocking reagent (Vector Laboratories) and 2.5% normal horse serum (1 hour, RT) before incubation with primary antibody at 4°C overnight. This was then followed washes with PBS containing 0.1% Tween 20 and by incubation with secondary antibody for 1 hour at RT (ImmPRESS kit, Vector laboratories). After further washing, the slides were incubated with DAB for 1-5 minutes, counterstained with haematoxylin, dehydrated and mounted with DPX. For BrdU staining, sections were treated with PBS containing 0.25% Triton X-100 and 0.1% goat serum for 10 min at room temperature (RT) and blocked with PBS containing 10% goat serum for 1h at RT. After blocking, sections were incubated with 0.02U/ul DNAse in DNAse buffer (Qiagen) for 10 min at 37°C and then washed with PBS 3 times for 10 min at RT before incubation with the primary antibody. Tissue section slides were observed under a Nikon Eclipse microscope with the Nikon NIS-Elements imaging software.

For cell staining, slides were prepared using cytospin. After centrifugation, cells were fixed with 4% paraformaldehyde and then permeabilised with PBS containing 0.1% Triton X-100 for 10 minutes at RT. Slides were blocked with PBS containing 5% bovine serum albumin (BSA) for 1 hour at RT, followed by incubation with primary antibody overnight at 4°C and secondary antibody 1 hour at RT. Slides were washed after each antibody with PBS containing 0.1% Tween 20 and mounted with Vectashield mounting medium containing DAPI (Vector Laboratories). Slides were observed under a Leica DM5000B microscope with the Leica Application Suite software. For image quantification, 3-4 tumours were analysed for each treatment group and 5-6 random fields of view were analysed with the software Fiji-ImageJ. Quantification of images was performed by calculating the % of positive cells based on the ratio between the area stained by antibodies and the area of counterstained nuclei. Antibodies used are listed in Supplementary Table 2.

### Gene expression analysis

Total RNA was extracted with the RNeasy Mini Kit (Qiagen) and cDNA transcribed with the RT2 First Strand Kit (Qiagen). Real-time PCR (qRT-PCR) data analysis was performed by using TaqMan^®^ gene expression assays and master mix (Applied Biosciences). Assays used are listed in Supplementary Table 2. Data analysis was performed by using the relative quantification ΔΔCT method with normalization to the housekeeping genes RPLP0 which was selected after analysis of stability across samples with the software BestKeeper [61]. Gene expression of tumour xenografts (two biological replicates in technical triplicates) was analysed by microarray hybridisation using the Illumina HumanHT-12 v4 Expression BeadChip array (Source BioScience). The concentration and quality of the total RNA was assessed by spectrophotometry and using the Agilent Bioanalyser. Samples were normalised to 100ng and were processed according to the Illumina Whole-Genome Gene Expression Direct Hybridisation Assay Guide, using the Ambion Kit: Illumina^®^ TotalPrep™-96 RNA Amplification Kit. Qualitative & quantitative QCs were performed on the labelled cRNA and 1.5ug of labelled cRNA was hybridised to a HumanHT-12.v4 Beadchip & scanned by the BeadArray Reader. The array intensity data was analysed by the Illumina GenomeStudio software v2010.2. All analyses reported used the ‘quantile’ normalisation method with background correction within GenomeStudio.

Bioinformatics analysis of differentially expressed genes was performed using the ArrayMining software [62] with the Empirical Bayes moderated *t*-test method. Significant difference in expression was determined by FDR corrected p-value from multiple *t*-tests < 0.05. Microarray data were deposited in GEO with accession number GSE104383.

Gene ontology analyses were performed using the programs AmiGO 2 [63] and REVIGO [64]. The gene networks, pathways and functional analyses were generated through the use of QIAGEN’s Ingenuity Pathway Analysis (IPA^®^, QIAGEN Redwood City, www.qiagen.com/ingenuity) [65].

Meta-analysis of published data was performed by using the software Venny 2.1.0 (http://bioinfogp.cnb.csic.es/tools/venny/).

### Western blotting

Proteins were extracted with RIPA Buffer (Cell Signalling Technology), supplemented with Protease and Phosphatase Inhibitor Cocktails for 30 minutes on ice. Cells were centrifuged at 12,000 x g for 10 minutes at 4°C and protein lysate collected. The protein content was quantified using a Qubit Protein Assay Kit (Life Technologies) following the manufacturer’s protocol. Proteins were loaded into 8-12% polyacrylamide gels (30 μg/lane), separated by SDS-PAGE electrophoresis and blotted onto a PVDF membrane. Membranes were blocked with 5% BSA and then probed overnight at 4°C with primary antibodies. Peroxidase conjugated secondary antibodies were incubated for 1h at RT. ECL Prime (GE Healthcare) was used to detect chemiluminescence. Membranes were stripped with 0.2M glycine, pH 2.8 at 50°C for 30 min followed by neutralisation with 0.2M glycine, pH 7.4. Membranes were then blocked and re-probed with a control antibody. Antibodies used are listed in Supplementary Table 2.

### Statistics

Data are expressed as mean ± standard deviation (SD) unless otherwise stated. Quantitative RT-PCR analyses were analysed by Student’s *t*-test and One-way or Two-way analysis of variance (Anova) followed by Bonferroni’s multiple comparison test. Immunostaining data were analysed by Mann-Whitney test and One/Two-way Anova followed by Bonferroni’s multiple comparison test. Statistical analyses were performed with GraphPad Prism 7 with significance levels set at ^*^p< 0.05, ^**^p<0.01, ^***^p<0.001, ^****^p<0.0001.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

AOE: axolotl oocyte extracts
UN: untreated
GO: gene ontology
IPA: ingenuity pathway analysis
mRNA: messenger RNA
rRNA: ribosomal RNA
MAPK: mitogen activated protein kinase
SAPK/JNK: stress activated protein kinase/c-jun N-terminal kinase
AKT: protein kinase B
mTOR: mechanistic target of rapamycin
ERK: extracellular signal regulated kinase
CDK: cyclin dependent kinase
RB: retinoblastoma protein
CDKN1B: cyclin dependent kinase inhibitor 1B
EIF2: eukaryotic translation initiation factor 2
TOB1: transducer of ERBB2, 1
BTG2: BTG anti-proliferation factor 2
THBS1: thrombospondin 1
HES1: Hes family BHLH transcription factor 1
MLL5: lysine methyltransferase 2E
JUN: Jun proto-oncogene, AP-1 transcription factor subunit
FOS: Fos proto-oncogene, AP-1 transcription factor subunit
RPLP0: ribosomal protein lateral stalk subunit P0
PHF8: Jumonji C domain-containing histone demethylase 1F
SUV420H1/H2: lysine methyltransferase 5B/5C
DAM: daminozide
FCS: fetal calf serum
PBS: phosphate buffered saline
PB: permeabilisation buffer
PI: propidium iodide
BrdU: bromodeoxyuridine
RT: room temperature
BSA: bovine serum albumin
FDR: false discovery rate
SD: standard deviation
qRT-PCR: real time quantitative PCR
GEO: gene expression omnibus

# Supplementary material for: Cancer reversion with oocyte extracts is mediated by cell cycle arrest and induction of tumour dormancy
**Source:** Oncotarget. 2018 Mar 23;9(22):16008–27. doi: 10.18632/oncotarget.24664
**Supplement:** Supplementary file 2

**Supplementary Table 1: Most significant canonical pathways.**

| **Ingenuity Canonical Pathways** | **-log**  **(p-value)** | **Ratio** | **Z-score** | **Molecules** |
| --- | --- | --- | --- | --- |
| EIF2 Signalling | 8.97E00 | 2.11E-01 | -2.065 | RAF1,RPL27A,RPS3A,RPS18,RPS23,  RPS11,RPS28,RPL14,MAP2K2,RPL18A,  RPS20,EIF3D,RPL23A,MAPK3,RPS9,EIF5,GSK3B,RPL36,RPS3,PPP1CA,RPL18,  RPL13,PABPC1,RPL4,NRAS,RPL3,RPS2,  EIF3J,RPL12,EIF3E,EIF3G,FAU,RPS16,  RPL5,EIF3L,RPL13A,EIF3K,RPS14,RPL38 |
| Mitochondrial Dysfunction | 5.75E00 | 1.81E-01 |  | HSD17B10,ATP5D,COX6C,RHOT2,TRAK1,CYB5R3,ATP5E,NDUFA2,NDUFB9,GPX4,  ATP5J,NDUFV1,COX17,CPT1A,UCP2,  SURF1,COX7C,MAPK9,APP,FIS1,  NDUFB11,ATP5B,NDUFS8,NDUFA11,  COX7A2,APH1B,BACE2,ATPAF2,UQCRC1UQCRQ,NDUFB2 |
| Germ Cell-Sertoli Cell Junction Signalling | 4.96E00 | 1.75E-01 |  | MAP3K11,RHOT2,BCAR1,PAK1,AGGF1,  RHOG,MAP2K2,RHOB,RHOT1,MAPK3,  RHOF,EPN1,NRAS,CFL1,TJP1,TUBB4B,  TNFRSF1A,TUBB2A,MAPK9,CDH1,TUBB6,ACTA2,RHOA,TGFB3,ZYX,ACTN4,CLINT1,PVRL2 |
| mTOR Signalling | 4.88E00 | 1.65E-01 | -0.577 | PRKAB1,RPS3A,RPS18,RHOT2,RPS23,  PRKAG1,RPS11,RPS28,RHOG,RPS20,  RHOB,RHOT1,EIF3D,MAPK3,RPS9,RHOF,RPS3,EIF4B,NRAS,RPS2,EIF3J,EIF3E,  MLST8,EIF3G,PPP2R1A,FAU,RPS16,  RHOA,EIF3L,EIF3K,RPS14 |
| Protein Ubiquitination Pathway | 4.41E00 | 1.45E-01 |  | CRYAB,HSPA14,PSMD7,HLA-A USP5,USP11,DNAJC12,HSPA1A/HSPA1B,DNAJA1,TCEB2,UBE4A,DNAJC4,DNAJC30DNAJC22,AMFR,PSMA6,UBB,DNAJC9,  HSPH1,PSMD5,THOP1,PSMD3,HSPA8,  PSMC1,DNAJC5,HSCB,PSMD2,DNAJB11,BAP1,HSP90AA1,PSMD1,CDC34,UBA1,  USP34,BIRC2,HSPB1,UBE2I |
| Regulation of eIF4 and p70S6K Signalling | 4.33E00 | 1.71E-01 | 0.447 | RAF1,RPS3A,EIF4EBP2,RPS18,RPS23,  RPS11,RPS28,RPS20,MAP2K2,EIF3D,  MAPK3,RPS9,RPS3,PABPC1,NRAS,RPS2,EIF3J,EIF3E,EIF3G,FAU,PPP2R1A,RPS16,EIF3L,RPS14,EIF3K |
| Breast Cancer Regulation by Stathmin1 | 4.33E00 | 1.57E-01 |  | RAF1,PPP1R3C,GNB2L1,E2F3,PRKAG1,  ROCK2,ARHGEF19,PAK1,MAP2K2,  PPP1R7,MAPK3,E2F5,RB1CC1,GNA13,  PPP1CA,CALML5,NRAS,TUBB4B,TUBB2A,ITPR1,GNG10,GNAI2,CALM1,ARHGEF5,  PPP2R1A,TUBB6,RHOA,CDKN1B,CDK2,  CAMK2G |
| Antiproliferative Role of TOB in T Cell Signalling | 4.27E00 | 3.46E-01 |  | PABPC1,CCNA2,PABPC4,TGFB3,TOB1,  CDC34,CDKN1B,TWSG1,CDK2 |
| Semaphorin Signalling in Neurons | 4.11E00 | 2.45E-01 |  | DPYSL2,CFL1,RHOT2,ROCK2,PAK1,  SEMA4D,RHOG,RHOB,RHOT1,MAPK3,  RHOA,RHOF,ARHGAP1 |
| Chronic Myeloid Leukemia Signalling | 3.98E00 | 1.94E-01 |  | RAF1,NRAS,TFDP1,SUV39H1,CDK4,  IKBKE,CRK,E2F3,SIN3A,CTBP1,BCL2L1,  MAP2K2,HDAC11,MAPK3,E2F5,TGFB3,  CHUK,CDKN1B |
| Integrin Signalling | 3.91E00 | 1.49E-01 | -1.512 | RAF1,MAP3K11,RHOT2,MYL5,CRK,  BCAR1,ITGAE,TSPAN3,PAK1,RHOG,  MAP2K2,RHOB,RHOT1,ARF4,MAPK3,  CAV1,ITGAV,GSK3B,RHOF,MYL12A,  ACTR2,NRAS,ASAP1,ITGB2,CAPNS1,  ARF5,ACTA2,RHOA,ZYX,ACTN4 |
| Fatty Acid β-oxidation I | 3.73E00 | 3E-01 |  | HSD17B10,ACSL3,ECHS1,SLC27A1,IVD,  ACADM,ECI1,HADHA,HADH |
| CXCR4 Signalling | 3.62E00 | 1.58E-01 | -0.655 | RAF1,NRAS,RHOT2,MYL5,GNB2L1,  MAPK9,CRK,ITPR1,BCAR1,GNG10,GNAI2,ROCK2,ELMO3,PAK1,RHOG,MAP2K2,  RHOB,RHOT1,MAPK3,RHOA,GNA13,  RHOF,ELK1,MYL12A |
| Aldosterone Signalling in Epithelial Cells | 3.62E00 | 1.58E-01 |  | RAF1,CRYAB,HSPA14,DNAJC9,HSPH1,  SLC12A2,HSPA1A/HSPA1B,DNAJC12,  ITPR1,DNAJA1,HSPA8,SCNN1A,DNAJC5,MAP2K2,DUSP1,DNAJC4,HSCB,PIP5K1C,MAPK3,DNAJB11,HSP90AA1,DNAJC30,  DNAJC22,HSPB1 |
| Oxidative Phosphorylation | 3.54E00 | 1.74E-01 |  | ATP5J,NDUFV1,COX17,ATP5D,COX6C,  COX7C,SURF1,NDUFA2,ATP5E,NDUFB9,NDUFB11,ATP5B,NDUFS8,NDUFA11,  COX7A2,ATPAF2,UQCRC1,UQCRQ,  NDUFB2 |
| tRNA Charging | 3.46E00 | 2.56E-01 |  | WARS2,WARS,TARS2,VARS2,DARS,  TARS,SARS2,SARS,FARSA,QARS |
| Cyclins and Cell Cycle Regulation | 3.38E00 | 1.92E-01 |  | RAF1,TFDP1,SUV39H1,WEE1,CDK4,E2F3,SIN3A,CCNA2,PPP2R1A,HDAC11,TGFB3,E2F5,GSK3B,CDKN1B,CDK2 |
| Cell Cycle: G1/S Checkpoint Regulation | 3.24E00 | 2.03E-01 | -0.632 | TFDP1,SUV39H1,CDK4,E2F3,SIN3A,  FOXO1,HDAC11,E2F5,TGFB3,RPL5,  CDKN1B,GSK3B,CDK2 |
| RhoGDI Signalling | 3.15E00 | 1.45E-01 | 1.528 | RHOT2,MYL5,GNB2L1,ROCK2,ARHGEF1,PAK1,RHOG,RHOB,RHOT1,CDH3,GNA13,RHOF,MYL12A,ACTR2,CFL1,WASF2,GDI2,GNG10,GNAI2,ARHGEF5,CDH1,ACTA2,  PIP5K1C,RHOA,ARHGAP1 |
| Glycogen Degradation III | 2.99E00 | 4.17E-01 |  | GAA,PGM5,PGM1,PYGB,PYGL |
| Sertoli Cell-Sertoli Cell Junction Signalling | 2.97E00 | 1.4E-01 |  | RAF1,MAP3K11,BCAR1,PRKAG1,AGGF1,MAP2K2,MAPK3,GSK3B,EPN1,NRAS,  TNFRSF1A,TJP1,TUBB4B,TUBB2A,MAPK,CDH1,TJP3,TUBB6,ACTA2,TGFB3,ACTN4,CLINT1,ELK1,CLDN3,PVRL2 |
| Estrogen-mediated S-phase Entry | 2.93E00 | 2.92E-01 | 0.000 | CCNA2,TFDP1,E2F5,CDK4,CDKN1B,E2F3,CDK2 |
| Glycolysis I | 2.81E00 | 2.8E-01 |  | ENO1,GPI,TPI1,PKM,ENO2,GAPDH,PFKP |
| Glucocorticoid Receptor Signalling | 2.81E00 | 1.24E-01 |  | RAF1,PRKAB1,HSPA14,HSPA1A/HSPA1B,SMARCD2,GTF2E2,POLR2B,TAF13,  PRKAG1,PTGES3,MAP2K2,MAPK3,  SMARCB1,CHUK,TAF2,CREBZF,POLR2I,  NRAS,MAPK9,IKBKE,ERCC2,HSPA8,  BCL2L1,TAF6L,POU2F1,TAF4,VIPR1,  DUSP1,TGFB3,HSP90AA1,NCOR2,ELK1,  PHF10,UBE2I |
| IL-8 Signalling | 2.77E00 | 1.36E-01 | 0.000 | RAF1,RHOT2,GNB2L1,ROCK2,RAB11FIP,RHOG,RHOB,MAP2K2,RHOT1,MAPK3,  ITGAV,GNA13,CHUK,RHOF,LASP1,NRAS,MAPK9,IKBKE,CSTB,GNG10,GNAI2,  BCL2L1,ITGB2,CDH1,RHOA |
| Colanic Acid Building Blocks Biosynthesis | 2.64E00 | 3.57E-01 |  | TSTA3,GPI,UGDH,GALK1,MPI |
| DNA Methylation and Transcriptional Repression Signalling | 2.64E00 | 3E-01 |  | CHD4,MBD3,RBBP7,DNMT1,SIN3A,RBBP4 |
| Cholecystokinin/Gastrin-mediated Signalling | 2.62E00 | 1.58E-01 | 0.000 | RAF1,NRAS,RHOT2,MAPK9,ITPR1,BCAR,ROCK2,RHOG,RHOB,MAP2K2,RHOT1,  RHOA,MAPK3,GNA13,RHOF,ELK1 |
| Cell Cycle Control of Chromosomal Replication | 2.6E00 | 2.59E-01 |  | MCM5,MCM6,MCM2,CDT1,CDK4,CDK2,  RPA2 |

# Supplementary material for: Cancer reversion with oocyte extracts is mediated by cell cycle arrest and induction of tumour dormancy
**Source:** Oncotarget. 2018 Mar 23;9(22):16008–27. doi: 10.18632/oncotarget.24664
**Supplement:** Supplementary file 3

**Supplementary Table 2: PCR assays and antibodies used in this study.**

| **PCR assays** |  | |
| --- | --- | --- |
| **Gene** | **Assay ID** |  |
| *BTG2* | Hs00198887_m1 |  |
| *CDK4* | Hs00175935_m1 |  |
| *CDKN1B* | Hs01597588_m1 |  |
| *CDKN2B* | Hs00793225_m1 |  |
| *CDKN3* | Hs00193192_m1 |  |
| *E2F5* | Hs00231092_m1 |  |
| *FOS* | Hs04194186_s1 |  |
| *HES1* | Hs00172878_m1 |  |
| *JUN* | Hs99999141_s1 |  |
| *MLL5* | Hs01096121_m1 |  |
| *TGFB3* | Hs01086000_m1 |  |
| *THBS1* | Hs00962908_m1 |  |
| *TOB1* | Hs03986111_s1 |  |
| *WEE1* | Hs00268721_m1 |  |
| **Antibodies** |  | |
| **Antibody** | **Manufacturer** | **Antibody final concentration/dilution** |
| Mouse anti-BrdU | Roche, 11170376001 | 0.6 µg/ml |
| Mouse anti -Ki67 | eBioscience, 14-5699 | 0.1 µg/ml |
| Rabbit anti-P27 | Cell Signalling Technology, 3686 | 0.1 µg/ml |
| Rabbit anti-phospho RB (Ser780) | Cell Signalling Technology, 9307 | 1:200 |
| Rabbit anti-phospho RB (Ser807/811) | Cell Signalling Technology, 9308 | 1:300 |
| Rabbit anti-phospho RB (Ser795) | Cell Signalling Technology, 9301 | 1:200 |
| Mouse anti-RB | Cell Signalling Technology, 9309 | 1:100 |
| Rabbit anti-cleaved caspase 3 (Asp175) | Cell Signalling Technology, 9661 | 1:300 |
| Rabbit anti-phospho p44/42 MAPK | Cell Signalling Technology, 4370 | 1:400 (immunohistochemistry)  1: 2000 (western blotting) |
| Rabbit anti-phospho p38 MAPK | Cell Signalling Technology, 4511 | 1:400 (immunohistochemistry)  1: 1000 (western blotting) |
| Rabbit anti-phospho SAPK/JNK | Cell Signalling Technology, 4668 | 1:100 (immunohistochemistry)  1: 1000 (western blotting) |
| Rabbit anti-phospho AKT(Ser473) | Cell Signalling Technology, 4060 | 1:50 |
| Rabbit anti-phospho p70S6K(Thr389) | Cell Signalling Technology, 9234 | 1:200 |
| Rabbit anti-phospho 4E-BP1(Thr37/46) | Cell Signalling Technology, 2855 | 1: 1500 |
| Mouse anti-H4K20me3 | Active Motif, 39671 | 1 µg/ml |
| Mouse anti-H4K20me1 | Active Motif, 39727 | 1 µg/ml |
| Rabbit anti-H3K9me3 | Active Motif, 39765 | 1 µg/ml |
| Mouse anti-H3K9me2 | Abcam, 1220 | 5 µg/ml |
| Rabbit anti-H3K27me3 | Active Motif, 39155 | 2 µg/ml |
| Mouse anti-H3K4me3 | Abcam, 12209 | 10 µg/ml |
| Rabbit anti-H3K9ac | Active Motif, 39917 | 1 µg/ml |
| Rabbit anti-H4K16ac | Abcam, 109463 | 10 µg/ml |
| Goat anti-rabbit Alexa 488 | ThermoFisher Scientific, A-11008 | 5 µg/ml |
| Goat anti-rabbit IgG-HRP | Cell Signalling Technology, 7074 | 1:200 |
| ImPRESS HRP Universal anti-mouse/rabbit IgG reagent | Vector Laboratories, MP-7500 | Ready to use |

How the deposited data were processed for this re-analysis (not part of the article)

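Gene expression was measured in 2 untreated and 2 AOE-treated MCF-7 tumour xenografts on Illumina HumanHT-12 v4 arrays, with 3 technical arrays per tumour and 12 arrays in all. Before injection the permeabilised cells had spent 6 h in extract or, in the untreated group, were put in growth medium. Each mouse carried an implanted oestradiol pellet, and the release period that the paper gives for it is shorter than the growth of the tumours. The paper gives 11 weeks of tumour growth and the sample labels give 12 weeks, and no result uses this number. The deposited values are intensities that the authors background-corrected and quantile-normalised in GenomeStudio (v2010.2), on a linear scale. In each array 14434 to 14451 intensities were at or below 0 after background correction, and 30817 to 30851 were at or below the floor used here. For arrays the number of tumours limits the precision, and no depth applies.

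Intensities under a floor of 16 were set to 16 and taken to log2, with no further normalisation. Probes with a mean log2 intensity of at least 5 over the 12 arrays were kept, 11177 in all. Of the probes on the array 30113 had 1 gene in the probe annotation, 8 had several and 17202 (36.4%) were not listed there. Of the kept probes 1944 had no single gene and were counted in the tests but not named. For gene lists and most named genes, the kept probe with the highest mean represented each of 7574 genes. A gene named only for its large difference is shown by the non-overlapping probe with the largest difference. The median log2 difference between groups over the kept probes was -0.00.

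The 3 arrays of each tumour were averaged, and the groups were compared with limma (version 3.58.1 in R 4.3.3), with its moderated test and Benjamini-Hochberg adjustment over the kept probes, at an adjusted p of 0.05 and also with a difference of at least 2-fold. The comparison has 2 residual degrees of freedom. The SEs are from limma's moderated variances and can differ from what the SDs within groups imply. The correlation between arrays of a tumour within groups was estimated with limma's duplicateCorrelation. The fit with the tumour as a random block applies this single value to every probe. Probes that vary more between tumours can then pass too easily, and the simulations did not check this fit. Gene lists were written from textbook knowledge before the data were examined, as were the lists copied from the paper. The 43 textbook lists with at least 5 measured genes, of 51, were tested with limma's camera, with adjustment over these lists. A preset correlation of 0.01 was used, where the p-value measures agreement among genes and not how a list varies between tumours. The test was repeated with an estimated correlation, which uses the 2 residual degrees of freedom and can hardly pass. The 39 lists from the paper were described and left out of that adjustment, since they were chosen on these samples.

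The named genes were fixed by a rule before the data were examined. It takes every gene that the paper names with a direction on the arrays or measured by qRT-PCR for these pathways. The 27 lists reported by name were chosen after their values were seen. The rule adds the 10 largest differences on each side among kept probes whose tumour groups did not overlap, and the 3 members with the largest difference in each list past the threshold. The paper's own figures had been read at that point.

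The alternatives were each array as a sample, the tumour as a random block, same-numbered tumours or arrays as a block, floors of 1 and 64, an offset of 16 in place of the floor, no filter and a filter at 7, 1 probe per gene or the mean of its probes, a second quantile normalisation, median centring, a variance trend, the median of the arrays, and leaving out each tumour or each array number. The numbers of the tumours do not pair them in the labels or the paper. The procedure was tested on simulated data made from the 4 tumours, with each probe varied independently of the others. With no difference simulated, the tumour means gave a median of 0 calls in 20 draws and the 12 arrays as samples gave 1021.5. Of probes with a simulated log2 difference of 1, 2 and 4, the tumour means called 0.597%, 46.9% and 85.4%. In each draw 200 of 11177 probes were changed, and the shares called depend on that number. The qRT-PCR, staining and blotting of the paper were not analysed here, nor was the list of quiescent fibroblasts.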

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

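The tests of untreated tumour 2 as the reason for the histone difference, of S phase, of RNA without a poly(A) tail, of normalisation and of array noise, and the comparison with other groupings of the tumours, were chosen after the results were seen. The paper names chromosome organisation among the terms of the upregulated genes and rRNA processing among those of the downregulated genes, and its text gives no values for histone transcripts or for ribosomal RNA itself, and both were above their level in the untreated tumours. The core and linker histones had a median log2 difference of 0.54, and the ribosomal RNA probes RNA28SN5 and RNA5S9 had differences of 2.40 and 2.08.

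Histone genes were higher in AOE-treated tumours. Their call in camera was lost with an estimated correlation (adjusted p = 0.81), a test on 2 residual degrees of freedom that can hardly pass. Untreated tumour 2 alone is argued against as the reason, since the median was 0.45 without it. A larger share of cells in S phase cannot be told apart from these tables, since the DNA replication genes went both ways (median -0.11, 75th percentile 0.16), while the paper's own staining, which has no values here, runs against it with reduced BrdU and Ki67 in AOE-treated xenografts. A candidate explanation is more signal from RNA without a poly(A) tail, since the 21 replication-dependent histones, whose mRNAs normally lack the tail, had a median 0.82 above that of the 6 replacement histones (2-sided permutation test across genes, which are not independent replicates, with 100000 resamples, p = 0.0147), but S phase would raise the same class. Replication-dependent histones were lower in untreated tumour 2 than in untreated tumour 1 by a median of -0.39 while the ribosomal RNA probes were higher there, and an effect of AOE on histone transcription or on the tailing of histone mRNA was not tested and stays open.

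With each array as a sample 3324 probes passed, against 185 and 248 when an untreated and an AOE-treated tumour were grouped together, and the 3 possible groupings are too few for a share under 0.05 (1 of 3 reached the count). Simulated tumours that differed from one another but not by treatment gave a median of 1021.5 calls over arrays (913 to 1141 in 20 draws). The simulation varied each probe independently, while probes of a real tumour can move together, so this range is no bound. Differences between tumours counted over arrays may account for part or all of the 3324. How large that part is cannot be told apart from the treatment with 2 tumours per group.

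Untreated tumour 2 stood apart from the other tumours. Noise of its single arrays is argued against, since the SD between them was 0.915 times the highest of another tumour (0.233 against 0.255). The authors' normalisation cannot be told apart, since the arrays were already quantile-normalised and a second quantile normalisation moved the SD of log2 differences between the untreated tumours, relative to that between the AOE-treated tumours, only from 2.05 to 1.98. Host tissue cannot be told apart either, since the probes are human and the host is the mouse, so host RNA need not be measured by them. Of 7 lists of host cell markers only the fibroblast list had enough measured genes, and its median was 0.64 higher in untreated tumour 2 than in untreated tumour 1. The other 6 lists had 1 to 3 measured genes each, with medians from -0.46 for keratinocyte markers (2 genes) to 2.06 for the endothelial marker (1 gene).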

How the results depend on the processing

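The unfiltered fits over arrays as samples, the random block without untreated tumour 2 and the probe-level list statistics were chosen after seeing the data, as were the 27 lists reported by name. The count of probes past an adjusted p of 0.05, 0 with tumour means, was 3324 with arrays as samples, 2620 with the array number as a block as well, 296 with the tumour as a random block, 7 with same-numbered tumours as a block and 16 with no filter. With a 2-fold difference as well, these were 520, 486, 190, 7 and 0. With arrays as samples and no filter the counts were 1904 and 426 (2-fold), and with a floor of 1 as well 2059 and 633. The random block without untreated tumour 2 gave 1926. Leaving out tumours or arrays gave 0 to 2573, and 0 to 1429 with a 2-fold difference. Without untreated tumour 1 the counts were 2573 and 1429, and without untreated tumour 2 both were 109. A lone tumour is assumed to vary like the other group. The cause was not tested. The other alternatives gave 0.

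Of the gene lists 6 passed, 0 with an estimated correlation and 3 to 9 with tumours or arrays left out, with 3 without AOE-treated tumour 1. The correlation between arrays of a tumour was 0.593, with 0.514 at a floor of 64, 0.0649 with no filter, 0.662 with a filter at 7 and 0.595 to 0.656 in the leave-outs. The cause was not tested.

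Among named genes 1644 comparisons kept direction and side of the threshold, 260 newly passed it and 8 changed direction. Those newly past it came with arrays as samples (85), with the array number as a block as well (76), and with the tumour as a random block (28). The rest came with same-numbered tumours as a block (5) or with an untreated tumour left out. No change of floor, offset, filter or normalisation made a named gene pass. Among the named lists 552 kept both, 12 newly passed, 28 no longer passed and 27 changed direction. With the median of arrays APEX1 was -0.0019 and base excision repair -0.0019. Base excision repair was also -0.031 with no filter, -0.00107 with a filter at 7 and -0.0095 after a second quantile normalisation. Anti-apoptotic genes were 0.14 with a filter at 7 and 0.026 with the mean of probes. In the leave-outs APEX1 ranged from -0.059 to 0.10, FOS from -0.95 to 1.46, CCN1 from -0.0036 to 1.34 and XAF1 from -2.12 to 0.11. The list medians ranged from -0.17 to 0.15 for rRNA processing, -0.0040 to 0.10 for vesicle transport, -0.19 to 0.048 for G1/S genes, -0.21 to 0.26 for JNK and p38 cascades and -0.18 to 0.13 for anti-apoptotic genes. They ranged from -0.26 to 0.062 for base excision repair, -0.054 to 0.12 for nucleotide excision repair, -0.31 to 0.010 for homologous recombination, -0.041 to 0.011 for complex I, -0.012 to 0.30 for complexes II to V and -0.86 to 0.11 for interferon-stimulated genes. The cause was not tested. Low signal limits what can be compared, since at least 30817 intensities per array were at or below the floor.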

Differences from the paper's values

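The paper reports 1976 differentially expressed genes, 741 higher and 1235 lower, where the count of probes with tumour means was 0, 0 and 0 at an adjusted p of 0.05. The methods of the paper give the adjusted p alone and the legend adds a 2-fold difference and n = 6, without naming what the 6 are. Here 2 tumours per group are the replicates. Of the alternatives set before the data were examined, the total was within 1.5 times the paper's with arrays as samples and the array number as a block (2620) and without untreated tumour 1 (2573). The paper counts genes and these counts are of probes. Counted as genes with a listed probe, they were 1961 and 1895, and arrays as samples gave 2476, also within 1.5 times the paper's total. The count of lower probes was so with these (1487 and 1026) and with arrays as samples (1831). The count of higher probes was so with none of them at the adjusted p alone, and the other alternatives reached none of the 3 counts there. Arrays as samples with no filter gave 1904 (693 higher, 1211 lower) and with a floor of 1 as well 2059 (734 higher, 1325 lower), both chosen after seeing the values (1439 and 1536 genes with a listed probe). Of 53 measured genes that the paper names with a direction the first of these called 38 and so drops 15, while arrays as samples with the filter called 50 and the random block 6. At the legend's 2-fold difference the counts were 520 with arrays as samples, 426 with no filter and 633 with a floor of 1 as well, and without untreated tumour 1 they were 1429 (958 higher, 471 lower), where the total and the count of higher probes were within 1.5 times the paper's. The random block without untreated tumour 2, chosen after seeing the values, gave 1926 (984 higher, 942 lower).

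The bars of the paper's figures were compared as signed ratios of mean log2 values, the scale on which 27 of 28 were within 0.1 of the values here, against 3 as log2 differences and 1 as linear folds. A single size for all genes with the direction found here was within 0.1 for 25 of the 28, so the comparison tests the scale and the direction and little of the size of each gene. The tolerance of 0.1 was set after the comparison, when MAPKAPK3, PARP1, RPA2, DFFA and KMT2E lay between 0.05 and 0.1 from the bars. For APEX1 the paper's value is about -1.1 in Fig. 5B, read by eye, and the value here is 1.00 on that scale, a log2 difference of 0.03. At this gene's intensity the tolerance of 0.1 on that scale spans a log2 difference of 1.00 (0.52 to 1.00 over the 28 genes), so being within it says little of the size. It was within the tolerance with the median of arrays, without untreated tumour 2, without AOE-treated tumour 2 and without the third arrays, and not under the other alternatives.

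Of the 53 measured genes with a stated direction 51 had it, and the exceptions are APEX1 and PDHB. The paper lists PDHB among genes with lower expression, and its log2 difference was 0.32 (adjusted p = 0.582 from limma; 0.0225 and higher with arrays as samples). The paper states a significant decrease of MAPK3, and its log2 difference was -0.13 (adjusted p = 0.812 from limma; 0.272 with arrays as samples). UQCRC1 is among the lower genes of the paper, with -0.22 here (adjusted p = 0.693; 0.0784 with arrays as samples).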

Other observations

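Most interferon-stimulated genes and fibroblast and matrix markers were lower in AOE-treated tumours. Both lists passed in camera with the preset correlation and not with an estimated one. The latter uses 2 residual degrees of freedom and can hardly pass. Of 23 measured interferon-stimulated genes 20 were lower, with a median log2 difference of -0.41 (adjusted p = 0.0482 from camera; 0.81 with an estimated correlation; 8.06e-17 to 0.809 over the alternatives). OAS2 had a difference of -1.85 (SE 0.95) and IFI27 one of -1.52 (SE 0.53), and XAF1 was also lower. Without AOE-treated tumour 2 OAS2 had -0.29, IFI27 -0.74 and XAF1 0.11, and with a floor of 64 OAS2 had -1.16 and XAF1 -0.02. AOE-treated tumour 2 lay below AOE-treated tumour 1 by a median of -1.19, and without AOE-treated tumour 2 the list's median was 0.11, without AOE-treated tumour 1 it was -0.86, without untreated tumour 1 it was -0.27 (adjusted p = 0.607) and with a floor of 64 it was -0.23 (adjusted p = 0.324). All 5 measured fibroblast markers, of 25 listed, were lower, with a median of -0.81 (adjusted p = 0.0400 from camera; 0.81 with an estimated correlation; 0.00631 to 0.809 over the alternatives). ACTA2, TAGLN and FBLN1 had differences of -0.85, -0.85 and -0.81, TAGLN and FBLN1 -0.41 and -0.49 without untreated tumour 2, and FBLN1 -0.01 with a floor of 64. The probes are human and the host is the mouse, so these values cannot tell host stroma from the MCF-7 cells. Without untreated tumour 2 the list's median was -0.41 (adjusted p = 0.268), without AOE-treated tumour 1 it was -0.51 (adjusted p = 0.135), with a floor of 64 it was -0.65 (adjusted p = 0.226) and with no filter it was -0.02 (adjusted p = 0.127). None of these genes passed limma's test at an adjusted p of 0.05, 2 of each list were at an unadjusted p under 0.05, and 1 interferon-stimulated gene and 0 fibroblast markers passed with the tumour as random block.

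Of 19 measured hypoxia-induced genes 14 were lower, with a median of -0.26 (adjusted p = 0.0708 from camera), and without untreated tumour 2 the median was -0.48 (adjusted p = 0.00620, in a range to 0.809 over the alternatives), without AOE-treated tumour 2 it was -0.41 (adjusted p = 0.0323), with no filter it was -0.08 (adjusted p = 0.0373) and without untreated tumour 1 it was also -0.08 (adjusted p = 0.649). Of 23 oestrogen-induced genes 16 were lower, with a median of -0.25 (adjusted p = 0.204 from camera), and without AOE-treated tumour 1 the median was -0.34 (adjusted p = 0.00125, in a range to 0.862), without untreated tumour 2 it was -0.16 (adjusted p = 0.0337) and without AOE-treated tumour 2 it was -0.10 (adjusted p = 0.789). In each of these lists 2 genes passed when adjusted over the list alone and 0 over all probes in limma, with 4 (all lower) and 3 (1 higher, 2 lower) at an unadjusted p under 0.05 and 0 and 2 with the random block. The 37 tested lists that did not pass had medians from -0.27 to 0.35 and a lowest adjusted p of 0.0708, and 8 lists had too few measured genes. CDKN2B, which the paper measured by qRT-PCR, was higher by 0.43 (SE 0.28, adjusted p = 0.556 from limma), by 0.21 without untreated tumour 1 and by 0 with a floor of 64, which lies above its signal.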
